# Differential Chromatin Accessibility, Gene Expression, and mRNA Splicing Between Developing Cochlear Inner and Outer Hair Cells

**DOI:** 10.1007/s10162-025-01005-z

**Published:** 2025-09-05

**Authors:** Chuan Zhi Foo, Anne Duggan, Elizabeth T. Bartom, Litao Tao, Jaime García-Añoveros

**Keywords:** Inner hair cell (IHC), Outer hair cell (OHC), RNA-seq, ATAC-seq, Alternative mRNA splicing, Novel promoters

## Abstract

**Purpose:**

The mammalian cochlea has two types of low abundance and highly specialized inner (IHC) and outer (OHC) mechanosensory hair cells. Their malfunction or death is a common cause of congenital and acquired deafness. IHCs and OHCs exhibit different transcriptomes during development. We wondered how differences in gene expression are regulated at the chromatin level in developing IHCs and OHCs, and whether there were also differences in mRNA splicing between IHCs and OHCs.

**Methods:**

We separately collected developing mouse IHCs and OHCs to identify their mRNAs and chromatin states. We examined their transcriptomes by bulk (full coverage) RNA-seq from six biological replicates each to reveal differences in gene expression and in alternative mRNA splicing. We also examined their chromatin conformation by bulk ATAC-seq from two biological replicates each to reveal open vs. closed promoter and enhancer elements. We then compared ATAC-seq with RNA-seq datasets to determine if differential chromatin accessibility can account for differential gene expression. Each biological replicate consists of hair cells pooled from multiple neonatal mice of both sexes.

**Results:**

We found that developing IHCs and OHCs have differentially accessible promoters in many differentially expressed genes. This includes functional genes whose expression is incipient in neonatal hair cells but will be maintained throughout life, and developmental genes which are only expressed transiently. We also found that different mRNA isoforms result from alternative mRNA splicing and transcription start sites. Finally, our data reveals that cochlear hair cells utilize unique promoters and mRNA isoforms absent in other cell types.

**Conclusion:**

Differential transcriptomes between developing hair cell types result from pre- and post-transcriptional mechanisms. The unique promoters and mRNA isoforms in cochlear HCs highlight the importance of elucidating transcriptomes and epigenomes of rare cell types. We provide a comprehensive resource for the identification of promoters and mRNA isoforms of genes expressed by neonatal IHCs or OHCs, which is publicly-accessible for visualization of any gene of interest at https://igvviewer.s3.us-east-2.amazonaws.com/index.html.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10162-025-01005-z.

## Introduction

The mammalian cochlea has two types of mechanosensors, inner (IHC) and outer (OHC) hair cells, which exhibit different biological properties. IHCs, endowed with a prominent pre-synaptic apparatus, are the main sensory receptors that transmit signals to the brain. OHCs, capable of a unique mode of electromotility, are primarily responsible for mechanical amplification to enhance sensitivity and tuning. In addition, IHCs are primarily pre-synaptic and densely innervated by afferent neurons, while OHCs are largely post-synaptic and mainly innervated by efferents.

Hair cells (HCs) develop from the prosensory domain of the otic vesicle, which in turn derives from the otic placode (non-neural ectoderm). During development, cells of the cochlear sensory epithelium initially express *Sox2* [1], but this later is lost in hair cell precursors, while retained in supporting cells (SCs) [2]. Hair cell precursors then upregulate *Atoh1*, followed by *Pou4f3* and finally *Gfi1* [3–5]. In the absence of ATOH1, hair cells do not form [3], while in the absence of POU4F3 or GFI1, hair cells form but fail to mature properly and eventually die [4, 6].

*Insm1* is expressed in OHCs shortly after *Atoh1* [6], but its expression subsides a few days after birth. This is then followed by the expression of *Ikzf2*, whose expression in OHCs is maintained for life [7]. In the absence of INSM1, about half of the OHCs transdifferentiate into IHCs, and animals exhibit hearing impairment consistent with OHC dysfunction [8]. Early in transdifferentiation, a subset of IHC-enriched genes is upregulated in OHCs, among them *Tbx2* [8, 9]. *Tbx2* was found to be a master regulator of IHC differentiation, as all IHCs transdifferentiated into OHCs in the absence of TBX2, while OHCs that ectopically expressed TBX2 convert into IHCs [9], a result confirmed by various approaches [10, 11].

We previously found with RNA-seq that neonatal (P0) IHCs and OHCs had different developmentally transient gene expression profiles. The genes whose expression was enriched in IHCs relative to OHCs and vice versa at P0 had little overlap with the corresponding sets of genes in adults [8, 12], suggesting that transcriptomic differences underlie the differential development of each cell type.

Here we wondered whether the transcriptional differences between IHCs and OHCs, either transient or permanent, may be due to differential chromatin accessibility of promoters or enhancers. We also examined whether posttranscriptional processes such as alternative mRNA splicing further contribute to the differential transcriptomes of IHCs and OHCs. Our examination reveals the unique mRNA isoforms and promoters of each gene used by IHCs and/or OHCs.

## Results

### Some IHC- and OHC-Enriched Genes at P0 Are Hair Cell Specific, While Others Are Co-expressed by Other Cochlear Cell Types

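The RNA-seq data cover 12 libraries, 6 from pools of inner hair cells (IHCs) and 6 from pools of outer hair cells (OHCs), the 2 types of sensory cell of the organ of Corti. All pools came from the cochleae of mice at postnatal day 0 (P0). Cells were sorted by fluorescence, with GFP alone marking IHCs, and GFP together with tdTomato, switched on by a Cre recombinase expressed from the Insm1 locus, marking OHCs. By the sample labels, ribosomal RNA was depleted, cDNA was primed with random hexamers and amplified, and paired reads of 100 bp were sequenced. The authors deposited the number of reads that HTSeq counted on each of 55416 genes, without normalization, and these counts follow a 2-pass STAR alignment to GRCm39 with the GENCODE vM27 annotation. The paper says that defaults applied where no other setting is given. Its text names neither the strand setting of the counting nor the versions of these tools. If strand was ignored in the counting, antisense genes with shared exons may lose reads. Counts on genes ran from 31490204 to 44017309 per IHC library (median 35557956.5) and from 29564827 to 39121988 per OHC library (median 32497329). The labels state a depth of roughly 100000000 reads for each library, and the values here use the counts on genes. Ribosomal RNA still took between 21.5% and 56.9% of the counts on genes in IHC libraries and between 23.4% and 36.4% in OHC libraries, which lowers the depth left for other genes. At least 1 count was found on 17188 to 18570 genes per IHC library and on 17848 to 19923 genes per OHC library. From these counts, library sizes were normalized with edgeR's TMM method, and expression is given as CPM, the counts scaled to a common library size, as the mean ± SD of the 6 libraries of a cell type. IHCs and OHCs were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with a threshold of 0.05. Fold changes are those of OHCs against IHCs, so a negative log2 fold change marks a gene enriched in IHCs. Gene positions are those of GENCODE vM39 on GRCm39, which holds 98.8% of the gene identifiers in the files. Pearson correlations of log2 CPM between libraries of a cell type were 0.787 to 0.863 for IHCs and 0.799 to 0.864 for OHCs, and those between an IHC and an OHC library were 0.715 to 0.810.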

To begin with, we re-examined our previously-published bulk RNA-seq data [8] obtained from separate pools of IHCs and OHCs using the latest release of the mouse genome (mm39), so as to use an updated transcriptome as the base for the subsequent analysis of promoters and enhancers. Reads were aligned to the genome using STAR [13]. The number of reads per gene was counted with HTSeq using the intersection-nonempty mode to resolve reads overlapping more than one feature [14, 15]. Differential gene expression was then computed using edgeR [16–19], which is generally more stringent than DESeq2, in order to decrease the potential number of false positives, in which we considered the genes whose false discovery rate-adjusted *p*-value (FDR) is less an 0.05 as being significantly differentially expressed. Moreover, the standard edgeR workflow also filters out the genes whose expression is low across all samples, further reducing the number of potential false positives due to noise. 

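On the 12 libraries, edgeR's quasi-likelihood test called 830 genes at an adjusted p-value under 0.05 among 13269 tested, 61.0% of them IHC-enriched. edgeR's exact test on the same genes called 1270. DESeq2, with its own size factors and filtering, tested 17446 genes and called 2887, of which 45.8% were IHC-enriched, so its split between the cell types differed from that of edgeR. Of the IHC-enriched genes from the quasi-likelihood test, 499 were also called by DESeq2, as were 322 of the OHC-enriched genes, and no gene was called in opposite directions by the 2 methods. The median log2 fold change of all tested genes was -0.04 with edgeR and 0.04 with DESeq2. In counts simulated from the means, dispersions and library sizes of these libraries, with 200 of 13269 genes changed 4-fold, the quasi-likelihood test recovered 47.0% of the changed genes with 0 false calls, and the exact test 55.5% with 12 false calls.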

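edgeR's filterByExpr function, with a minimum count of 10 and a minimum total count of 15, kept 23.9% of the annotated genes. These genes held 99.6% of the counts on genes, and 42147 genes were not tested. Of the genes in the files, 27928 had no count in any library and 27488 had at least 1. When all genes with a count were tested, 893 IHC-enriched and 918 OHC-enriched genes were called, so that 49.3% of the calls were on the IHC side. A stricter filter, at least 10 counts in every library, left 9638 genes and moved that share to 67.7%.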

With this more stringent and updated approach, we found that 752 genes were enriched in IHCs (Table S1) and 531 genes in OHCs (Table S2), as compared to the 938 IHC- and 691 OHC-enriched genes previously estimated using DESeq2 and older genome versions [8]. This updated approach results in the detection of an additional 297 IHC- and 288 OHC-enriched genes but excludes 115 and 137 genes previously deemed to be IHC- and OHC-enriched, respectively. However, as far as we know, none of the genes now excluded has known roles in hair cells (HCs). On the other hand, the newly identified genes include the OHC-enriched *Prox1*, known to be expressed and perhaps function in developing outer hair and supporting cells [20].

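By the quasi-likelihood test, 506 genes were IHC-enriched and 324 OHC-enriched at an adjusted p-value under 0.05. Of the genes in Table S1, 505 were among the IHC-enriched genes, and 323 genes of Table S2 were among the OHC-enriched ones. Between them, 1259 genes of both tables were tested here, and all 1259 had the direction that the tables give, with a median absolute difference in log2 fold change of 0.000864. The tables come from the same libraries, so this shows that the values were reproduced and is not independent evidence. The alternative that moved these counts most was DESeq2, with 1321 IHC-enriched and 1566 OHC-enriched genes. With each library left out in turn, between 369 and 551 genes were IHC-enriched and between 225 and 402 were OHC-enriched, and 344 to 464 and 216 to 270 of these were genes called on all 12 libraries. In 264 of the IHC-enriched genes and 226 of the OHC-enriched genes, every library of one cell type lay above every library of the other, an arrangement that chance gives in 0.108% of genes, or 14.4 of those tested. Among genes with such a separation, the largest fitted log2 fold changes towards IHCs were in Sec14l5, Msx1, the lncRNA Gm12925, Tgm5 and Lrrc3c. For the first 4 of these, every OHC library had at most 2 counts, so that expression in IHCs was at least 88.0-fold, 80.5-fold, 121-fold and 65.0-fold higher, respectively, when OHCs are set at the limit of 3 counts, and without IHC replicate 1 the bound for Sec14l5 was 25.0-fold. Lrrc3c, on chromosome 11 from 98489117 to 98490412, had 25.6 ± 15.8 CPM (SD, n = 6) in IHCs and 0.0659 ± 0.148 CPM in OHCs, with a log2 fold change of -8.42 (standard error 1.14, adjusted p = 1.13e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without OHC replicate 1 the other OHC libraries had at most 1 count, so that it was at least 297-fold higher in IHCs. Towards OHCs, the largest fitted log2 fold changes were in Ptprb, Adgrf5, the lncRNA Gm26902, Cldn5 and Cyp2j12, each with 0 counts in all 6 IHC libraries. These were at least 121-fold, 92.3-fold, 89.7-fold, 83.9-fold and 72.8-fold higher in OHCs by the same limit. The bounds do not show that these changes were the largest. Neurod6 was at least 234-fold higher in OHCs by the same limit, and the fitted folds of Insm1 and Bmp2 were 282 and 168. Without OHC replicate 3 the bounds were 71.01-fold for Ptprb, 35.2-fold for Adgrf5 and 53.2-fold for Cldn5, and without OHC replicate 5 that for Gm26902 was 58.8-fold. Cldn5 is on the list of endothelial marker genes, and Ptprb and Adgrf5 are on the wider endothelium list, which was added later.

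**Figure D1:**
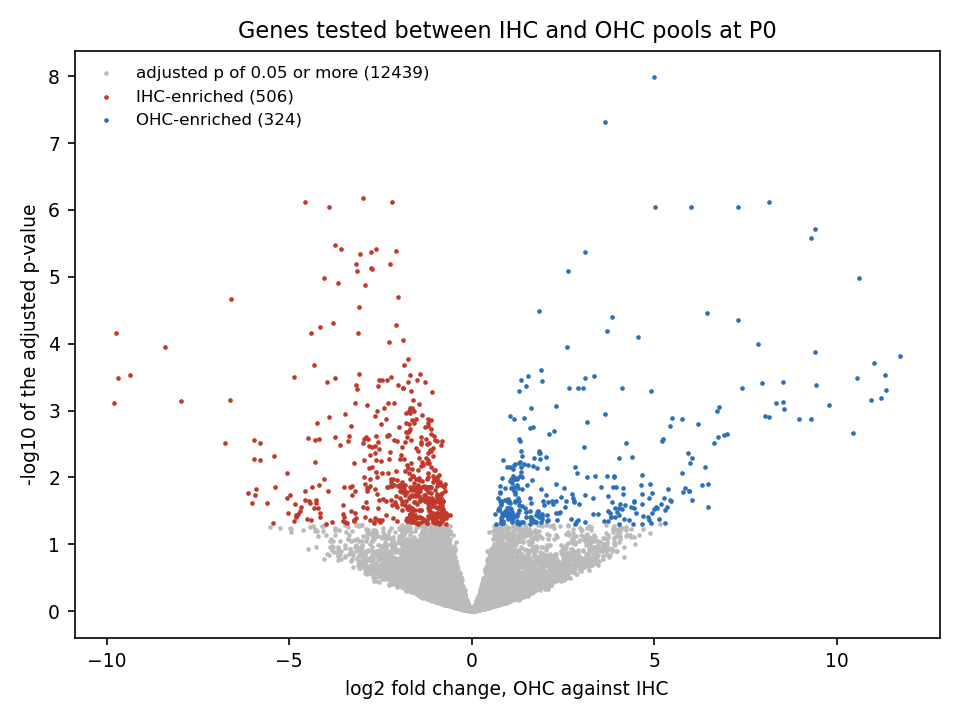
Log2 fold change of OHCs against IHCs (x axis) and -log10 of the adjusted p-value (y axis) for each of the 13269 genes tested. Red points are the 506 IHC-enriched genes, blue points the 324 OHC-enriched genes and grey points the 12439 genes with an adjusted p-value of 0.05 or more.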

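Prox1 lies on chromosome 1 from 189850232 to 189904637 on the minus strand. It had 28.6 ± 27.1 CPM (SD, n = 6) in IHCs and 217 ± 35.3 CPM (SD, n = 6) in OHCs. Its log2 fold change was 2.92 (standard error 0.46, adjusted p = 4.67e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every OHC library lay above every IHC library. With each library left out in turn, the log2 fold change stayed between 2.70 and 3.55. IHC replicate 6, at 79.7 CPM, stood apart from the other IHC libraries, which ranged from 6.61 to 32.5 CPM. Prox1 shares 976 exonic bases with the antisense gene Prox1os, which had at most 62 counts in any library.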

We next sought to identify which of the genes preferentially expressed in either IHCs or OHCs were exclusive to hair cells and which were also expressed in other cochlear types, such as supporting or mesenchymal cells. Our strategy was to compare our IHC- and OHC-enriched transcriptomes with those of hair cells vs other cochlear cells publicly available. Previously, Cai et al. [21] had dissociated cochlear cells (including organs of Corti and adjacent tissues) at P0 and sorted apart GFP-labelled hair cells from unlabeled non-hair cells, then performed RNA-seq. Using TPMCalculator [22], we computed the transcripts per million (TPM) values, which are the number of mapping reads normalized for gene length and the total number of reads [23] for each gene in HCs and non-HCs (Table S3).

We chose the thresholds for a gene to be considered expressed in HCs and not in other cells by examining individual genes with known expression patterns (mostly revealed by in situ hybridization or immunohistochemistry) and chose a TPM of 5 for IHC-enriched genes, and a TPM of 1 for OHC-enriched genes. 

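Among the genes that the paper classes as hair cell-specific or as also expressed by other cochlear cells, the files give only the difference between IHCs and OHCs, and the separately published data on other cochlear cells were not analysed here. The gene Otof, which encodes otoferlin, lies on chromosome 5 from 30524406 to 30619324, and it had 2259.5 ± 867 CPM (SD, n = 6) in IHCs and 479 ± 105 CPM in OHCs. Its log2 fold change was -2.24 (standard error 0.24, adjusted p = 6.47e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The acetylcholine receptor subunit genes Chrna1 and Chrng had 233 ± 75.7 and 299 ± 65.8 CPM in IHCs and 38.0 ± 9.91 and 70.5 ± 13.3 CPM in OHCs, with log2 fold changes of -2.62 and -2.08 (adjusted p = 3.89e-06 and 4.18e-06 from the same test). Kif21b changed less, with 362 ± 92.0 CPM in IHCs, 139.8 ± 45.4 CPM in OHCs and a log2 fold change of -1.37 (standard error 0.24, adjusted p = 0.00117 from the same test). Cabp2 had 26.3 ± 6.75 CPM in IHCs and 4.55 ± 3.81 CPM in OHCs, with a log2 fold change of -2.53 (standard error 0.74, adjusted p = 0.0462 from the same test). This call is close to the threshold, since Cabp2 was called in only 2 of the 12 fits that each left out one library. In these fits the adjusted p from the same test ranged from 0.0404 to 0.0840, the highest without OHC replicate 1. The log2 fold change of Cabp2 stayed between -2.93 and -2.27 in them, and every IHC library lay above every OHC library. Gfi1 had 190.0 ± 56.2 CPM in IHCs and 93.4 ± 20.0 CPM in OHCs. For Ldb3 the values were 226 ± 132 and 81.9 ± 16.5 CPM, with a log2 fold change of -1.46 (standard error 0.32, adjusted p = 0.00778 from the same test), and 5 of the 6 IHC libraries lay above every OHC library. Fgf10, at 58.2 ± 24.5 CPM in IHCs and 6.83 ± 3.36 CPM in OHCs, had a log2 fold change of -3.09 (standard error 0.45, adjusted p = 2.86e-04 from the same test). S100a1 had 530.2 ± 129 CPM in IHCs and 106 ± 75.0 CPM in OHCs, with a log2 fold change of -2.32 (standard error 0.35, adjusted p = 3.55e-04 from the same test), but 88.5% of its exonic bases overlap the antisense gene S100a13, so its counts are uncertain. Of 45 genes that the paper names for their expression or splicing, 44 were tested and 32 had an adjusted p-value under 0.05 over all genes tested. This number was 37 when adjusted over the list alone, which is not independent evidence because the study chose these genes from the same libraries.

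**Figure D2:**
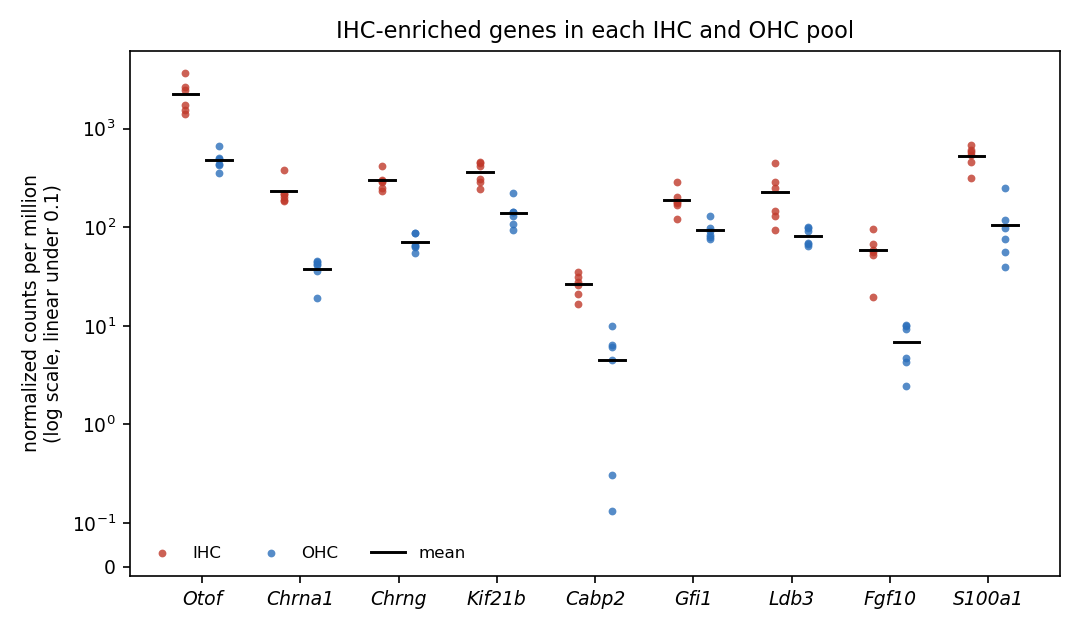
Normalized counts (CPM, y axis, log scale, linear under 0.1) of 9 genes in each of the 6 IHC pools (red) and 6 OHC pools (blue), with the mean of each cell type as a black bar. The 6 IHC pools lie above the 6 OHC pools for every gene except Gfi1 and Ldb3, where 5 of the 6 do.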

Based on published literature, our criteria confirmed that the IHC-enriched *Otof* [24], *Chrna1*, *Chrng* [25], *Kif21b* [21], *Cabp2* [26], *Gfi1* [20], and *Ldb3* [27] were exclusively expressed in HCs, while *Fgf10* [28] and *S100a1* [29] were co-expressed in IHCs and some other cochlear non-hair cell types. Likewise, we confirmed *Bmp2* [30] to be OHC-specific and *Robo2* [31], *Efna5* [32], and *Prox1* [20] not to be HC-specific.

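Bmp2 was detected at 0.0747 ± 0.113 CPM (SD, n = 6) in IHCs, with at most 11 counts in a library, and at 13.1 ± 9.01 CPM (SD, n = 6) in OHCs. Its log2 fold change was 7.39 (standard error 1.16, adjusted p = 4.67e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Robo2, which spans chromosome 16 from 73688727 to 75244270, had 21.6 ± 7.32 CPM in IHCs and 272 ± 44.6 CPM in OHCs, a log2 fold change of 3.65 (standard error 0.26, adjusted p = 4.76e-08 from the same test). The corresponding values for Efna5 were 3.66 ± 2.94 and 235 ± 45.8 CPM, with a log2 fold change of 5.99 (standard error 0.54, adjusted p = 8.99e-07 from the same test). In all 3 genes every OHC library lay above every IHC library. Whether other cochlear cells express them cannot be read from these libraries, which hold hair cell pools only.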

We also performed RNA in situ hybridization to further validate our classification and confirmed that of the IHC-enriched genes, *Fgf8* was indeed specific to IHCs (Fig. 1C), while *Car13*, *Lrrn1*, and *Tbx2* were expressed by IHCs and other cells of the cochlea (Fig. 1D–F). Likewise, of the OHC-enriched genes, *Neurod6* and *Insm1* were confirmed to be OHC-specific (Fig. 1G–H) whereas *Cdh1* and *Bcl11b* were not: *Cdh1* is expressed in both outer hair and supporting cells, and *Bcl11b* is expressed in OHCs and cochlear mesenchymal cells (Fig. 1I–J).

**Fig. 1:**
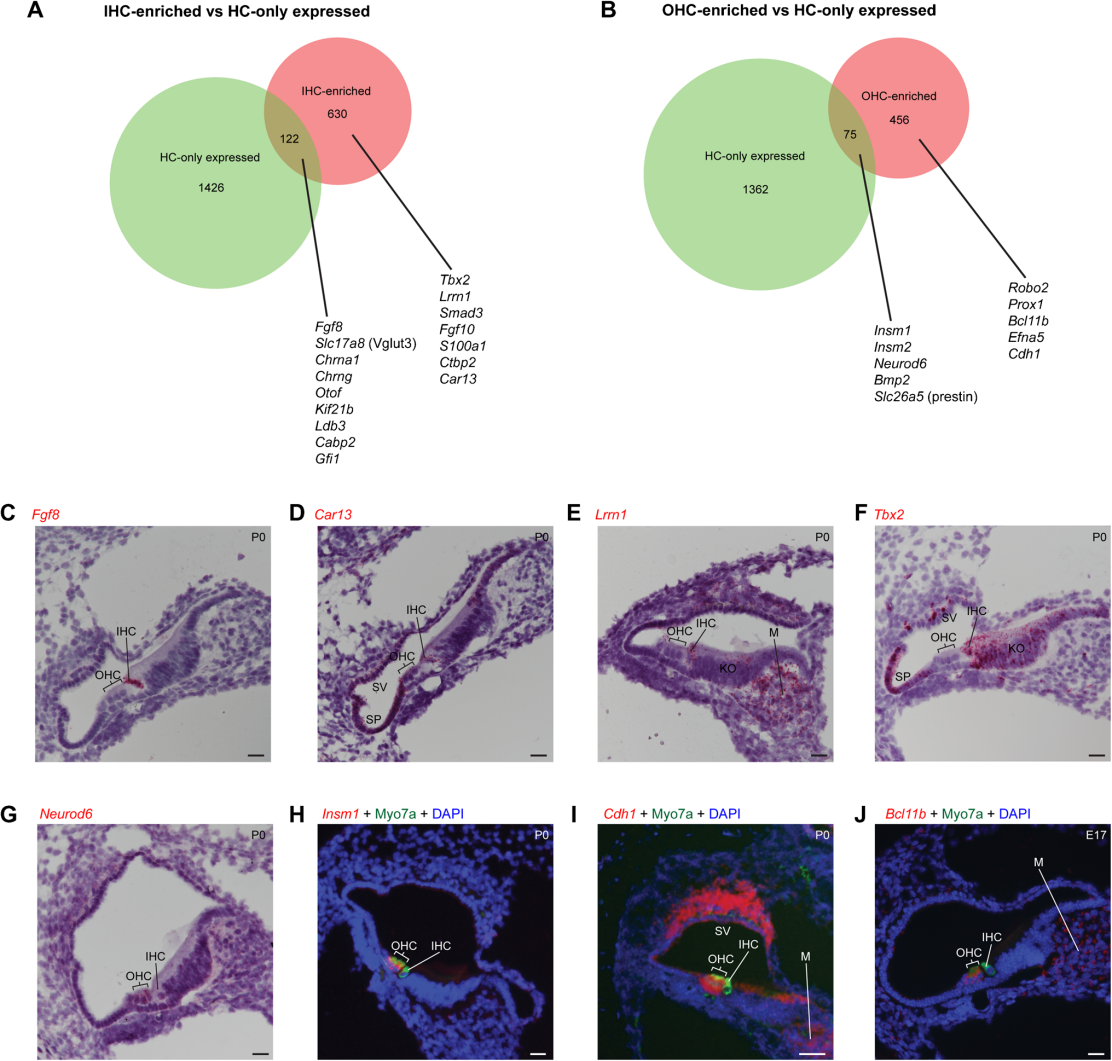
Some IHC- and OHC-enriched genes are unique to HCs, and others are also expressed in other cochlear cells, including some that are compartment specific. **A** Overlap of IHC-enriched genes (red) and genes that are only expressed in HCs (green), with a threshold of TPM > 5 taken to mean that the gene is expressed. Listed are examples of genes that are exclusively expressed in IHCs (overlapping) or that are also expressed in other cochlear cell types (non-overlapping). Related to Tables S4 and S5. **B **Overlap of OHC-enriched genes (red) and genes that are only expressed in HCs (green), with a threshold of TPM > 1 taken to mean that the gene is expressed. Listed are examples of genes that are exclusively expressed in OHCs (overlapping) or that are also expressed in other cochlear cell types (non-overlapping). Related to Tables S6 and S7. **C**–**J** RNA in situ hybridization images of various genes, taken with cross sections of the cochlea. Lateral is to the left and medial to the right. Scale bar is 20 µm. Age of the mouse is indicated on the top right of each image. We previously showed a portion of panel D restricted to the organ of Corti in Wiwatpanit et al. [8]. Cell types or domains of the cochlea are indicated as follows: *IHC*, inner hair cell; *OHC*, outer hair cell; *SP*, spiral prominence; *SV*, stria vascularis; *KO*, Kölliker’s organ; *M*, mesenchymal cells

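To set the classes of the paper beside the IHC and OHC libraries, the genes listed in Tables S4 to S7 were looked up among the genes called here, with the classes themselves taken from the paper. Of the IHC-enriched genes that the paper classes as exclusive to hair cells, 93 were called IHC-enriched, as were 412 of those it classes as also expressed by other cochlear cells. On the OHC side, 49 genes of the first class and 274 of the second were called. All genes of these classes that were tested, 122 and 621 for IHCs and 73 and 443 for OHCs, had the direction that the paper gives. The paper picked them by direction in the same libraries, so this is not independent evidence. The median log2 fold change was -1.89 for the hair cell-exclusive and -1.74 for the other IHC-enriched genes, and 3.39 and 2.26 for the corresponding OHC-enriched genes. These medians did not change when 4 IHC-enriched genes and 7 and 13 genes of the OHC classes with at most 3 counts in every library of the other cell type were set at their bounds. The exact test in place of the quasi-likelihood test called 621 of the IHC-enriched genes also expressed by other cells, and 73 and 443 genes of the OHC classes. Car13 and Lrrn1, which the paper found in IHCs and other cells, had 59.9 ± 22.8 and 145 ± 63.2 CPM (SD, n = 6) in IHCs and 15.3 ± 10.5 and 16.0 ± 6.25 CPM (SD, n = 6) in OHCs, with log2 fold changes of -1.97 and -3.18 (adjusted p = 0.0140 and 6.47e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neurod6, which the paper found only in OHCs, had at most 2 counts in any IHC library and 23.2 ± 11.4 CPM (SD, n = 6) in OHCs, at least 234-fold higher than the limit set by 3 counts in IHCs. Bcl11b had 0.393 ± 0.401 CPM in IHCs and 63.0 ± 20.3 CPM in OHCs, with a log2 fold change of 7.30 (standard error 0.66, adjusted p = 8.99e-07 from the same test).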

Altogether our analysis revealed that 122 out of 752 IHC-enriched genes (Fig. 1A, Tables S4, S5) and 75 of 531 OHC-enriched genes (Fig. 1B, Tables S6, S7) are exclusively expressed in HCs, while the remaining 630 and 456 were deemed to be also expressed in other cochlear cell types. In combination with our examination of open vs. closed chromatin (described later in this manuscript), these results will be useful in identifying promoter elements that may selectively drive expression solely in IHCs or OHCs.

### IHCs and OHCs Exhibit Differential Splicing at P0

In addition to differences in gene expression, differences between IHCs and OHCs might also be due to differential mRNA splicing. Unlike microarrays or the most common 3′ end-based Library synthesis methods such as the one used by 10x Genomics for single-cell RNA-seq, bulk RNA-seq allows us to perform splicing analysis for identifying the mRNA isoforms present in hair cells. We first individually inspected some genes that are expressed in HCs and can produce multiple alternatively spliced RNAs in order to identify the ones expressed by HCs. We found that in HCs *Gfi1* expresses the shorter isoform lacking the first exon and with a downstream translation start codon (Fig. 2A). We also found that the isoform of *Bcl11b* expressed in OHCs is the one lacking the third exon (Fig. 2B), while the isoform of *Slc17a8* (Vglut3) expressed in IHCs is the full-length one (Fig. 2C).

**Fig. 2:**
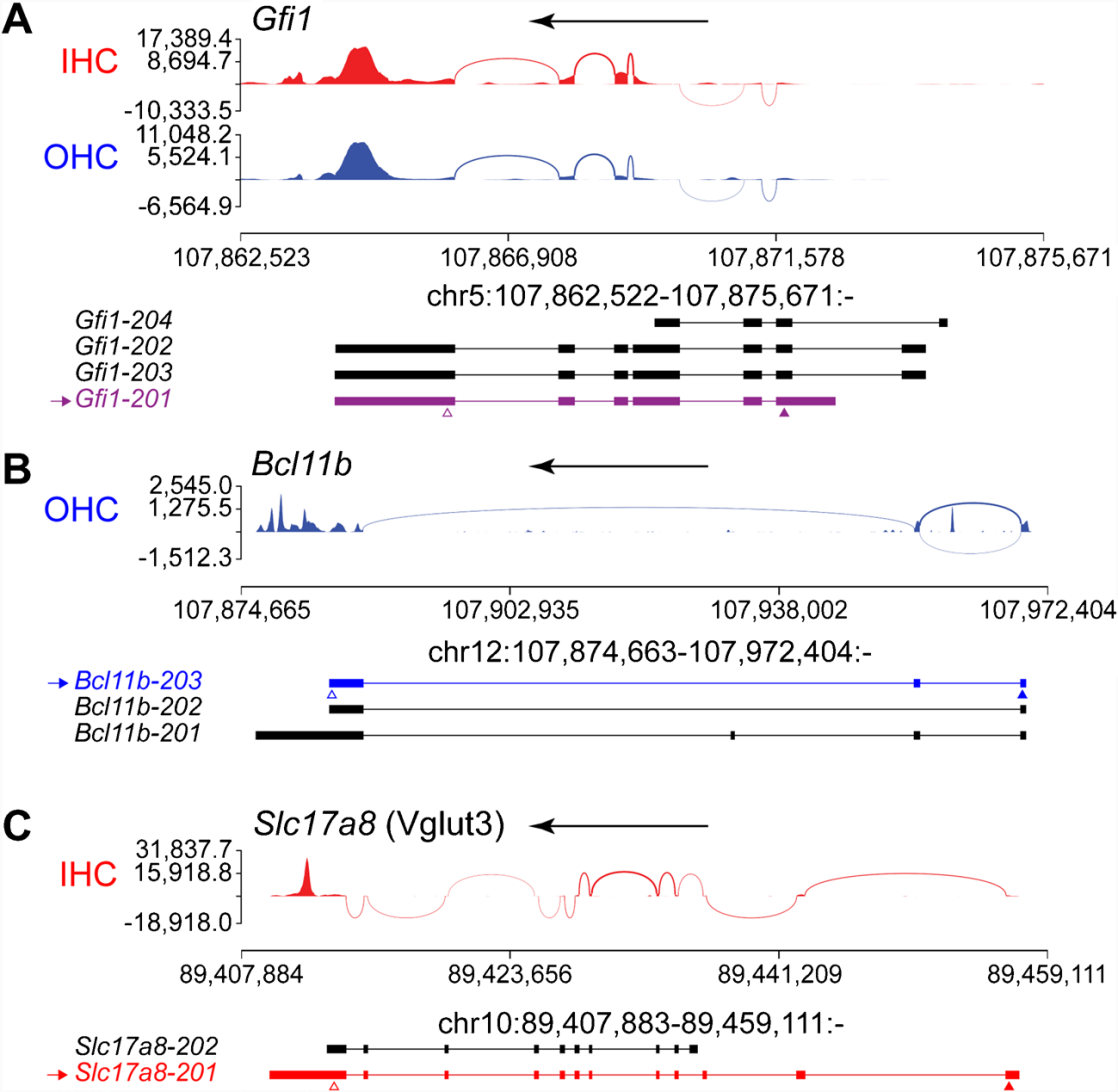
Bulk RNA-seq can be used to identify the mRNA isoform of genes expressed by HCs. Sashimi plots revealing the exons (peaks) and spliced introns (curved lines linking exons) that generate hair cell-specific (red for IHCs and blue for OHCs) mRNA isoforms. Top arrows point to the direction of gene transcription. Below each plot are depicted the known mRNA isoforms (exons thick, and introns thin, lines) produced by that gene. The transcript isoform of gene expressed in both types of HCs (purple), OHCs (blue), or IHCs (red) is indicated with an arrow to the left. Transcripts not expressed by HCs are in black. Arrowheads point to the start (filled) and end (open) of the coding sequences. Arrow at the top of each plot indicates direction of gene. Sashimi plots revealing the exons (peaks) and spliced introns (curved lines linking exons) that generate hair cell-specific (red for IHCs and blue for OHCs) mRNA isoforms. Top arrows point to the direction of gene transcription. Below each plot are depicted the known mRNA isoforms (exons thick, and introns thin, lines) produced by that gene. The transcript isoform of gene expressed in both types of HCs (purple), OHCs (blue), or IHCs (red) is indicated with an arrow to the left. Transcripts not expressed by HCs are in black. Arrowheads point to the start (filled) and end (open) of the coding sequences. Arrow at the top of each plot indicates direction of gene. **A** Sashimi plot of *Gfi1* in IHCs and OHCs. **B** Sashimi plot of *Bcl11b*, an OHC-specific gene, in OHCs. **C** Sashimi plot of *Slc17a8* (Vglut3), an IHC-specific gene, in IHCs

We then proceeded to search for differential splicing on a genome-wide scale using rMATS [33–36], which uses an event-based approach to determine if there is differential splicing between IHCs and OHCs in five distinct categories: alternative 3′ splice site (A3SS), alternative 5′ splice site (A5SS), mutually exclusive exon (MXE), retained intron (RI), and skipped exon (SE). For this study, we consider splice differences with FDR < 0.05 and an inclusion level difference of at least 0.1 (i.e., difference in percent spliced in (ΔPSI) of at least 10%) to be significant. We found a total of 2396 differential splice events in 1406 genes between IHCs and OHCs, of which there are 354 A3SS in 313 genes, 207 A5SS in 191 genes, 223 MXEs in 174 genes, 175 RIs in 165 genes, and 1091 SEs in 818 genes (Fig. 3A, Tables S8- S12).

**Fig. 3:**
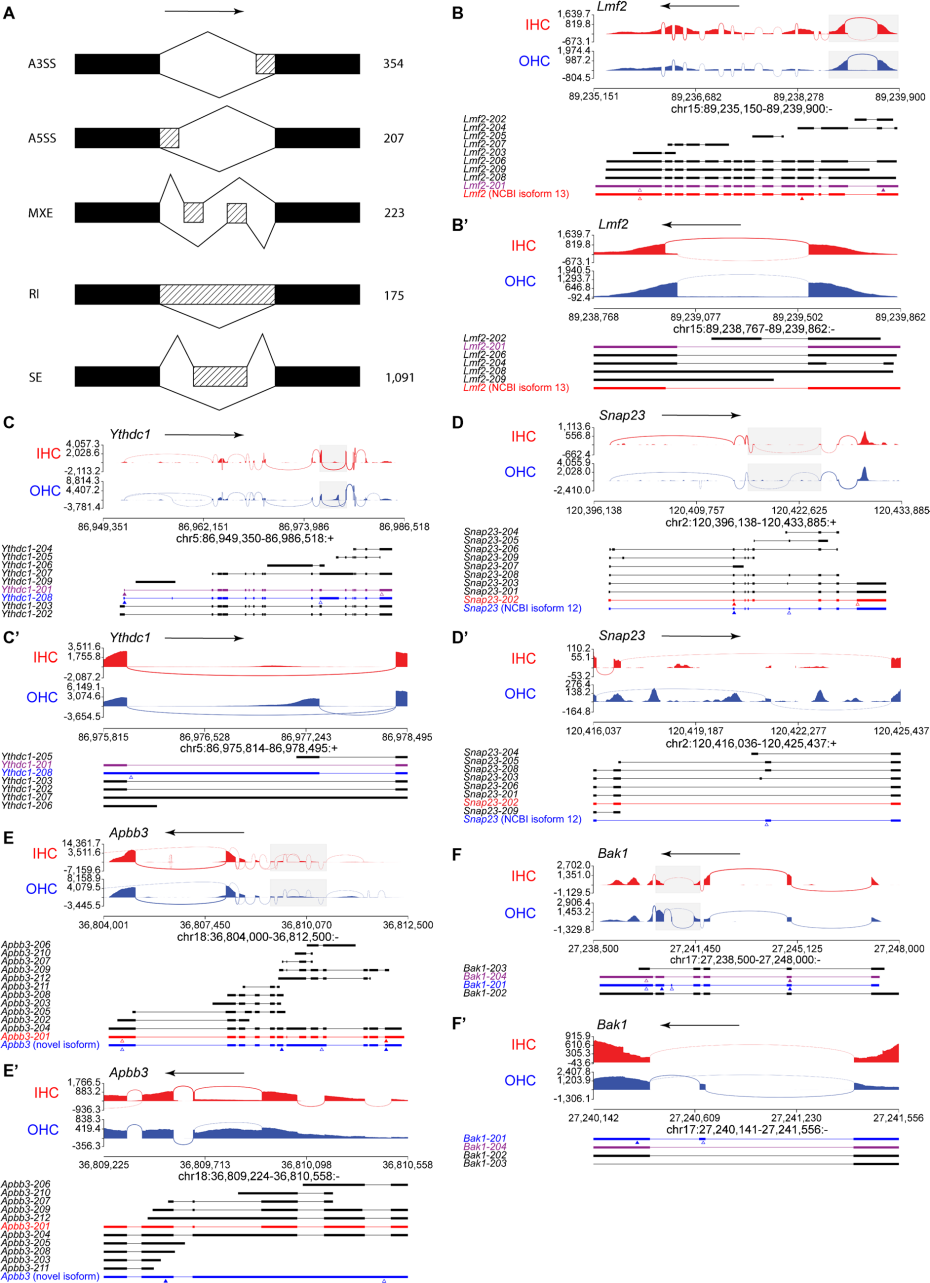
IHCs and OHCs exhibit differential splicing at P0. **A** Schematic of different types of differential splice events detected by rMATs: alternative 3′ splice site (A3SS), alternative 5′ splice site (A5SS), mutually exclusive exons (MXE), retained intron (RI), and skipped exon (SE). Numbers on right indicate the number of statistically significant differential splice events (FDR < 0.05, ΔPSI ≥ 10%) of each type detected by rMATS. **B-F’** Sashimi plots revealing the exons (peaks) and spliced introns (curved lines linking exons) that generate hair cell-specific (red for IHCs and blue for OHCs) mRNA isoforms. Top arrows point to the direction of gene transcription. Below each plot are depicted the known mRNA isoforms (exons thick, and introns thin, lines) produced by that gene. The transcript isoform of gene expressed in both types of HCs (purple), OHCs (blue) or IHCs (red) are indicated with an arrow to the left. Transcripts not expressed by HCs are in black. Arrowheads point to the start (filled) and end (open) of the coding sequences. Arrow at the top of each plot indicates direction of gene. **B**, **B’** Example of A3SS (Lipase Maturation Factor 2 [*Lmf2*]), with full length of gene in **B** and the area in the box zoomed in in **B’**. The IHC isoform is not present in Ensembl’s database but can be found in NCBI’s database. Related to Table S8. **C**, **C’** Example of A5SS (YTH N6-Methyladenosine RNA Binding Protein C1 [*Ythdc1*]), with full length of gene in **C** and the area in the box zoomed in in **C’**. Related to Table S9. **D**, **D’** Example of mutually exclusive exons (Synaptosome Associated Protein 23 [*Snap23*]) with full length of gene in **D** and area in the box zoomed in in **D’**. The OHC isoform is not present in Ensembl’s database but has been found in NCBI’s database. Related to Table S10.. **E**, **E’** Example of retained introns (Amyloid Beta Precursor Protein Binding Family B Member 3 [*Apbb3*]) with full length of genes in **E**, and area in the box zoomed in in **E’**. Related to Table S11. **F**, **F’** Example of spliced exon (BCL2 Antagonist/Killer 1 [*Bak1*]), with full length of genes in **F** and area in the box zoomed in in **F’**. Related to Table S12

An example of an A3SS can be seen in the gene Lipase Maturation Factor 2 (*Lmf2*), which is believed to be a transmembrane protein that is involved in protein maturation, based on its apparent homology with Lipase Maturation Factor 1 (*Lmf1*) [37]. In IHCs, there is a shorter isoform, not present in OHCs, which uses a downstream splice acceptor site for Exon 4. This transcript has a truncated open reading frame, with the start codon in Exon 4 instead of Exon 1 (Fig. 3B, B’).

An example of an A5SS can be seen in the gene YTH N6-Methyladenosine RNA Binding Protein C1 (*Ythdc1*), which is involved in the export of N6-methyladenosine methylated mRNAs from the nucleus [38], and can also bind to methylated adenines in DNA [39]. Of this gene, OHCs exhibit an isoform with a downstream splice donor site for Exon 12, resulting in a longer transcript that introduces premature stop codons in all reading frames in the said exon, and is predicted by NCBI (National Center for Biotechnology Information) to function as a non-coding RNA (Fig. 3C, C’).

An example of a MXE can be found in the gene Synaptosome Associated Protein 23 (*Snap23*), which facilitates the fusion of vesicles to the plasma membrane [40, 41]. The transcript seen to be expressed in IHC appears to be isoform 202 in Ensembl’s database, whose fifth exon does not appear to be expressed in OHCs (Fig. 3D, D’). On the other hand, the fifth exon of the OHC isoform appears to use an alternative downstream exon that introduces a premature stop codon and is predicted to function as a non-coding RNA by NCBI.

An example of a RI can be found in the gene Amyloid Beta Precursor Protein Binding Family B Member 3 (*Apbb3*), which interacts with the intracellular domain of Alzheimer's *β*-amyloid precursor protein (APP) [42], and facilitates the secretion of *β*-amyloid peptide [43]. OHCs exhibit a novel isoform of this mRNA that retains the introns 4–6 (spliced in the IHC isoform), resulting in premature stop codons, though there is a downstream start codon and open reading frame from the retained introns (Fig. 3E, E’). This novel isoform has not been characterized, but it could produce a truncated and novel protein or function as a non-coding RNA.

An example of a SE can be found in the gene BCL2 Antagonist/Killer 1 (*Bak1*) that localizes to the mitochondria and is involved in inducing apoptosis [44, 45] and necrosis [46]. OHCs express an isoform of the gene that includes Exon 5, which is skipped in the other isoform, the one present in both IHCs and OHCs (Fig. 3F, F’). This introduces a premature stop codon in Exon 5 and is predicted by NCBI to function as a non-coding RNA, though there is also a possibility that a truncated protein is produced due to the presence of a downstream start codon and open reading frame in the penultimate exon.

While here we only describe a few examples, our database may be examined to identify the mRNA isoforms of any given gene expressed in IHCs, OHCs, or both.

### Neonatal IHCs and OHCs Have Differential Chromatin Accessibility

To reveal differences in chromatin accessibility between IHCs and OHCs, we performed assay for transposase-accessible chromatin using sequencing (ATAC-seq) on IHCs and OHCs. We first obtained organs of Corti from neonates (P0), dissociated them, and collected pools of IHCs and OHCs by fluorescence-activated cell sorting (FACS), using the same genetic strategy we had previously employed for RNA-seq [8]. For the first batch of cells, we pooled 3014 IHCs and 12,685 OHCs from 9 pups from 2 Litters. For the second batch of cells, we pooled 2932 IHCs and 11,706 OHCs from 9 pups from 3 litters. Following cell sorting, we performed library synthesis on the separate IHC and OHC pools using a modified protocol based on what had previously been published by the Greenleaf lab [47, 48].

Libraries were sequenced using the Illumina NextSeq 500 sequencer. Reads were aligned to the mm39 mouse genome using Bowtie 2 [49, 50]. ATAC-seq peaks, which represent regions of accessible chromatin, were identified using Genrich [51]. The number of reads under each peak was quantified using HOMER’s annotatePeaks.pl pipeline [52]. Differential accessibility of chromatin between IHCs and OHCs under each peak was computed using the R package edgeR [16–19].

For this study, we consider proximal elements to be within 2 kb of the nearest transcription start site, representing potential promoters, and distal elements to be from 2 to 200 kb of the nearest transcription start site, representing potential enhancers, as previously defined by Tao et al. [53]. To separate the peaks into the two categories, we first downloaded a list of transcription start sites from UCSC Genome Browser’s Table Browser [54], using the chromStart field as the transcription start site (TSS) for forward-oriented genes and the chromEnd field as the TSS for reverse-oriented genes. We then used the Bedtools Window [55] function to categorize the IHC- and OHC-enriched peaks based on their distance from the nearest TSS. Out of 61,814 peaks in IHCs and OHCs, 3348 were enriched in IHCs (Table S13) and 2085 in OHCs (Table S14). Of the IHC-enriched peaks, 1050 (31.4%) were proximal elements (Fig. 4A, Table S15) and 2272 (67.9%) distal elements (Fig. 4B, Table S16), while of the OHC-enriched peaks, 446 (21.4%) were proximal (Fig. 4A, Table S17) and 1615 (77.5%) distal elements (Fig. 4B, Table S18).

**Fig. 4:**
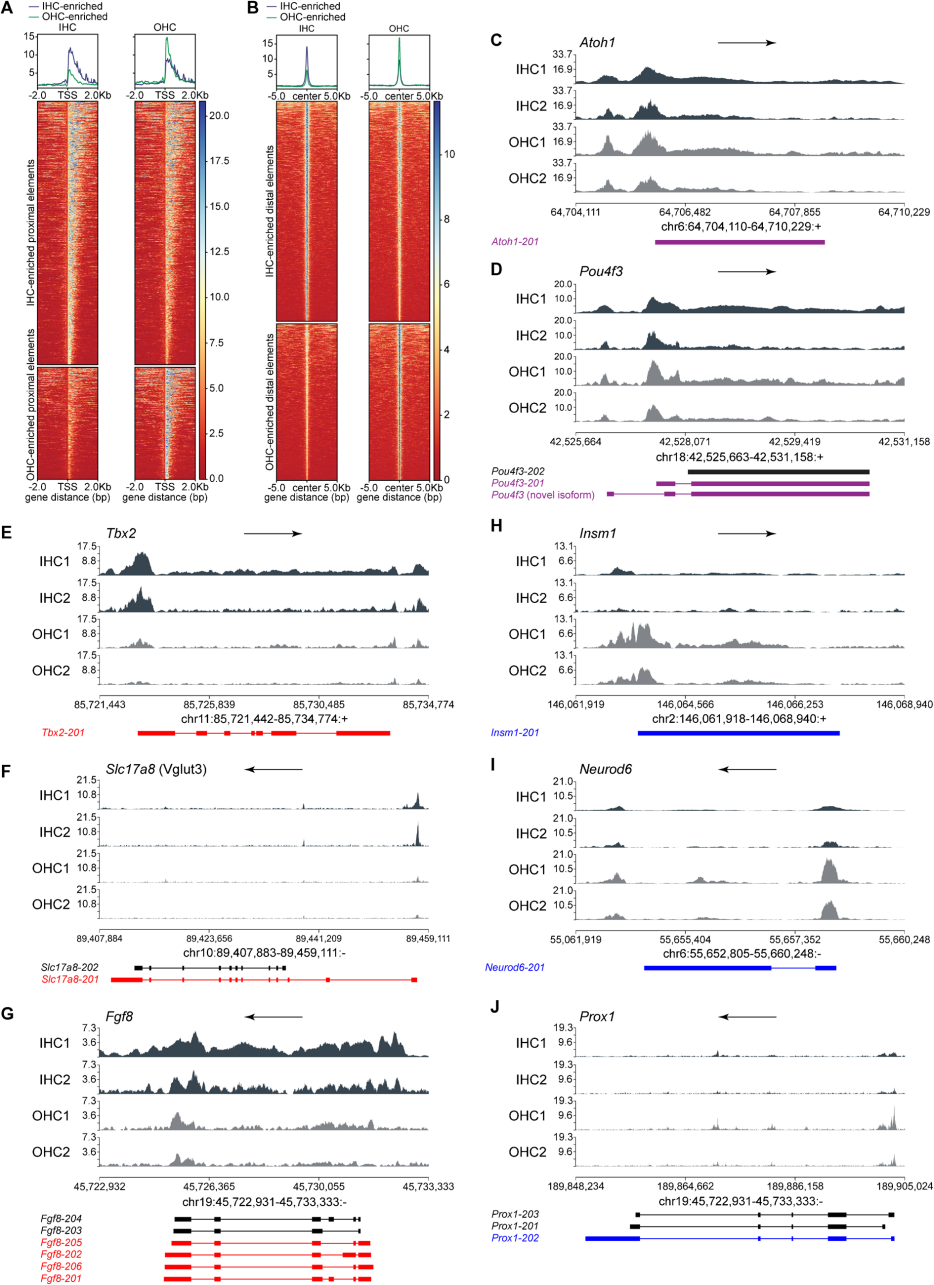
ATAC-seq reveals accessible proximal and distal chromatin elements in IHCs and OHCs, including differentially accessible proximal elements for some differentially expressed genes. Related to Tables S14 and S15. **A** Heat map of 1050 IHC-enriched (top) and 553 OHC-enriched (bottom) proximal elements. The Line graph at the top represents read coverage in arbitrary units, with IHCs in blue and OHCs in green. In the heat maps below, blue and red indicate high and lower read coverage, respectively. The heat maps are centered around the transcription start site, with a width of 2 kb on each side. **B** Heat map of 2877 IHC-enriched enhancers (top) and 1899 OHC-enriched enhancers (bottom). The Line graph at top represents read coverage in arbitrary units, with IHCs in blue and OHCs in green. Blue indicates higher read coverage and red indicates lower read coverage in arbitrary units. Heat maps are centered around the center of the peak, with a width of 5 kb on each side. **C**–**J** ATAC-seq traces of gene loci from IHC (black) and OHC (grey) chromatin. Below each plot are depicted the known mRNA isoforms (exons thick, and introns thin, lines) produced by that gene. The transcript isoform of the gene expressed in both types of HCs (purple), OHCs (blue), or IHCs (red) is indicated with an arrow to the left. Transcripts not expressed by HCs are in black. Arrow at the top of each plot indicates the direction of the gene. **C**, **D** Genes with no significant differences in chromatin state: **C** *Atoh1* and **D** *Pou4f3*. **E**–**G** Genes with more open chromatin in IHCs: *Tbx2* (**E**), *Slc17a8* (Vglut3) (**F**), and *Fgf8* (**G**). **H**–**J** Genes with more open chromatin in OHCs: **H** *Insm1*, **I** *Neurod6*, and **J** *Prox1*

We then proceeded to visually examine the ATAC-seq plots of some genes implicated in HC function and development. We found that *Atoh1* and *Pou4f3*, two genes that are critical for HC development, had open promoter regions (Fig. 4C–D). Neither of these genes is differentially expressed between IHCs and OHCs, and their ATAC-seq peaks also did not reveal significant differences in chromatin accessibility. 

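In the RNA-seq libraries, Atoh1, on chromosome 6 from 64706109 to 64708229, had 320.5 ± 112 CPM (SD, n = 6) in IHCs and 207 ± 35.8 CPM (SD, n = 6) in OHCs. Its log2 fold change was -0.63 (standard error 0.22), with an adjusted p of 0.0957 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although 5 of the 6 IHC libraries lay above every OHC library. Pou4f3, on chromosome 18 from 42527433 to 42530354, had 769.8 ± 153 CPM in IHCs and 582 ± 122 CPM in OHCs, and its log2 fold change of -0.40 (standard error 0.19) had an adjusted p of 0.224 from the same test. Neither gene was called under any of the alternatives tried, in which the adjusted p ranged from 0.0604 to 0.185 for Atoh1 and from 0.140 to 0.377 for Pou4f3. The Atoh1 value of IHC replicate 1, 541 CPM, was far above the other IHC libraries, whose highest was 320.5 CPM. The ATAC-seq peaks of these genes were not analysed here.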

We then examined the genes *Tbx2*, *Slc17a8* (Vglut3), and *Fgf8*, whose expression was previously described as enriched in IHCs relative to OHCs, and found that their promoter regions were more accessible in IHCs than in OHCs (Fig. 4E–G). In the case of *Fgf8*, it appeared that it was not just the promoter region but the entire length of the gene that was more open in IHCs. We then examined *Insm1*, *Neurod6*, and *Prox1*, whose expression had previously been shown to be enriched in OHCs relative to IHCs. Similarly, their promoter regions were more open in OHCs than in IHCs (Fig. 4H–J).

We next looked for ATAC-seq peaks that were enriched in HCs relative to SCs and vice versa by re-analyzing prior data from Tao et al. [53]. They had collected HCs and SCs from P1 mice, using an *Atoh1*-GFP marker to label HCs, and using the *Lnfg*-GFP marker that labels inner border cells (IBCs), inner phalangeal cells (IPhCs), inner pillar cells (IPCs), and outer pillar cells (OPCs) and Deiters’ cells (DCs) to allow their collection by flow cytometry. In order to distinguish peaks (potential regulatory elements such as promoters or enhancers) that may regulate gene expression solely in hair cells from those that may regulate expression in groups of cell types (such as the inner or outer compartments of the organ of Corti), we used Bedtools to determine if the IHC- or OHC-enriched peaks at P0 from our data overlapped with the HC- or SC-enriched peaks at P1. Out of 1050 proximal elements that were enriched in IHCs (vs OHCs) at P0, 138 were enriched in HCs (vs SCs) (Table 1, Table S19) at P1 and 912 were not (Table 1, Table S20). Out of 446 proximal elements that were enriched in OHCs at P0, 77 were enriched in HCs at P1 (Table 2, Table S21), and 369 were not (Table 2, Table S22). IHC-enriched proximal elements that were enriched in HCs included the promoter regions of some genes known to be HC-specific (and preferentially in IHCs) such as *Gfi1* and *Pvalb*, while OHC-enriched proximal elements that were enriched in HCs included promoter regions of some genes known to be exclusively expressed in OHCs but not SCs, such as *Insm1* and *Bcl11b*. Of note, *Bcl11b* is expressed in mesenchymal cells of the organ of Corti, but within the sensory epithelium, it is exclusively expressed in OHCs (Fig. 1J).

**Table 1:** IHC-enriched ATAC-seq proximal elements ranked by FDR-adjusted *p*-values that are enriched or not enriched in HCs relative to SCs. Related to Tables S19 and S20

IHC-enriched proximal elements	
HC-enriched	Not HC-enriched
Cd164l2	Gm43584
Kcnip3	Tbx2
Rgl1	Cubn
Shtn1	Lrrc30
P2rx5	Siva1
Rnf157	Rcc1l
Gm4791	Slc17a8
Trim71	Gtpbp1
Coil	Gm28845
ENSMUSG00002076614	Gm50277
Ctbp2	Maff
St8sia3	Dffa
Ecel1	Synj2
Ranbp9	Gm35409
Ctbp2	Lrrc3c
A330094K24Rik	Tmem132c
Cys1	Gm9195
A530016L24Rik	Smad3
Stk32c	Rdm1
Gpr153	Tmem274

**Table 2:** OHC-enriched ATAC-seq proximal elements ranked by FDR-adjusted *p*-value that are enriched or not enriched in HCs relative to SCs. Related to Tables S21 and S22

OHC-enriched proximal elements	
HC-enriched	Not HC-enriched
Insm1	Efna5
B3galt5	Zfp503
Mia3	Pold1
Agpat2	Tmem178b
Col9a2	Cyp2j12
Bcl11b	Arrb2
Zfp804a	Gm26604
Tmem163	Unkl
Tlcd3b	Atxn7l2
Gm23819	2510002D24Rik
C630004L07Rik	Neurod6
ENSMUSG00002076905	Krtap15
Grip2	G630018N14Rik
Gse1	Dnaja3
Krtap16-1	Timm50
Fgfr3	Gm24836
Fam20c	Gm36543
Gm35963	Gm26971
1700092K14Rik	Gpsm1
Gm13096	Tac4

### Most Genes Highly Expressed in Neonatal IHCs or OHCs Have Accessible Proximal Elements (Likely Promoters)

To test the reliability of our ATAC-seq data, we then looked at the overlap between the genes that are highly expressed in each cell type and genes that have proximal ATAC-seq peaks, as we would expect all genes that are expressed to have open chromatin at their promoters. For this study, we computed TPM values from the RNA-seq data using TPMCalculator [22] and defined genes with a TPM of at least 15 as highly expressed. 

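TPM values were recomputed from the deposited counts and the union of each gene's exons in GENCODE vM39, because the counts do not keep the alignments that TPMCalculator uses. By the mean of the 6 libraries of a cell type, 4064 genes in IHCs and 4548 genes in OHCs had a TPM of at least 15, and 3566 genes reached this level in both. These shared genes were 87.7% of the IHC genes and 78.4% of the OHC genes, and the SD of this percent between single libraries was 6.35 for IHCs and 4.97 for OHCs. In single libraries, 1869 to 5295 genes in IHCs and 3762 to 5220 genes in OHCs passed the level. When the 20 most abundant genes were left out before scaling, 8081 IHC genes and 8483 OHC genes passed, and when every library had to reach a TPM of 15, 1410 and 2720 genes passed and 46.3% of the OHC genes also passed in IHCs. Without IHC replicate 6, the share of OHC genes that also passed in IHCs was 73.4%.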

Many (84.2% in IHCs, 82.2% in OHCs) of these genes are expressed in both IHCs and OHCs, but we analyzed them separately for each cell type, as it provides two independent tests of open promoter for gene expression. Most open promoters corresponded to genes that were not expressed in HCs (Fig. 5A, B). This is not surprising given that there may be a lack of transcription factors or additional chromatin modifications that are needed for these genes to be expressed. The relevant question is whether most genes that are being expressed have an open promoter. Our initial computerized analysis detected proximal peaks in 2568 out of 3145 genes that are highly expressed in IHCs (Fig. 5A, Table S23) and 2650 out of 3220 genes that are highly expressed in OHCs (Fig. 5B, Table S24). However, when we individually examined the 577 highly expressed genes in IHCs for which the software did not identify a proximal peak, we realized that 79 had a small peak not detected by the peak caller Genrich but was clearly discernible by eye, 5 overlapped a transcription start site that was not listed in UCSC Genome Browser’s even though the gene was listed in Ensembl’s database, 242 had been ascribed to a nearby gene sharing the same promoter region, usually going in the opposite direction, some of which are co-expressed with the gene in question, 22 had a novel TSS (seen with a promoter peak near the novel TSS), and only 223 lacked a visible peak, of which 190 are pseudogenes (Fig. 5A, Table S25, S27). Very similar numbers were obtained for OHCs (Fig. 5B, Table S26, S28).

**Fig. 5:**
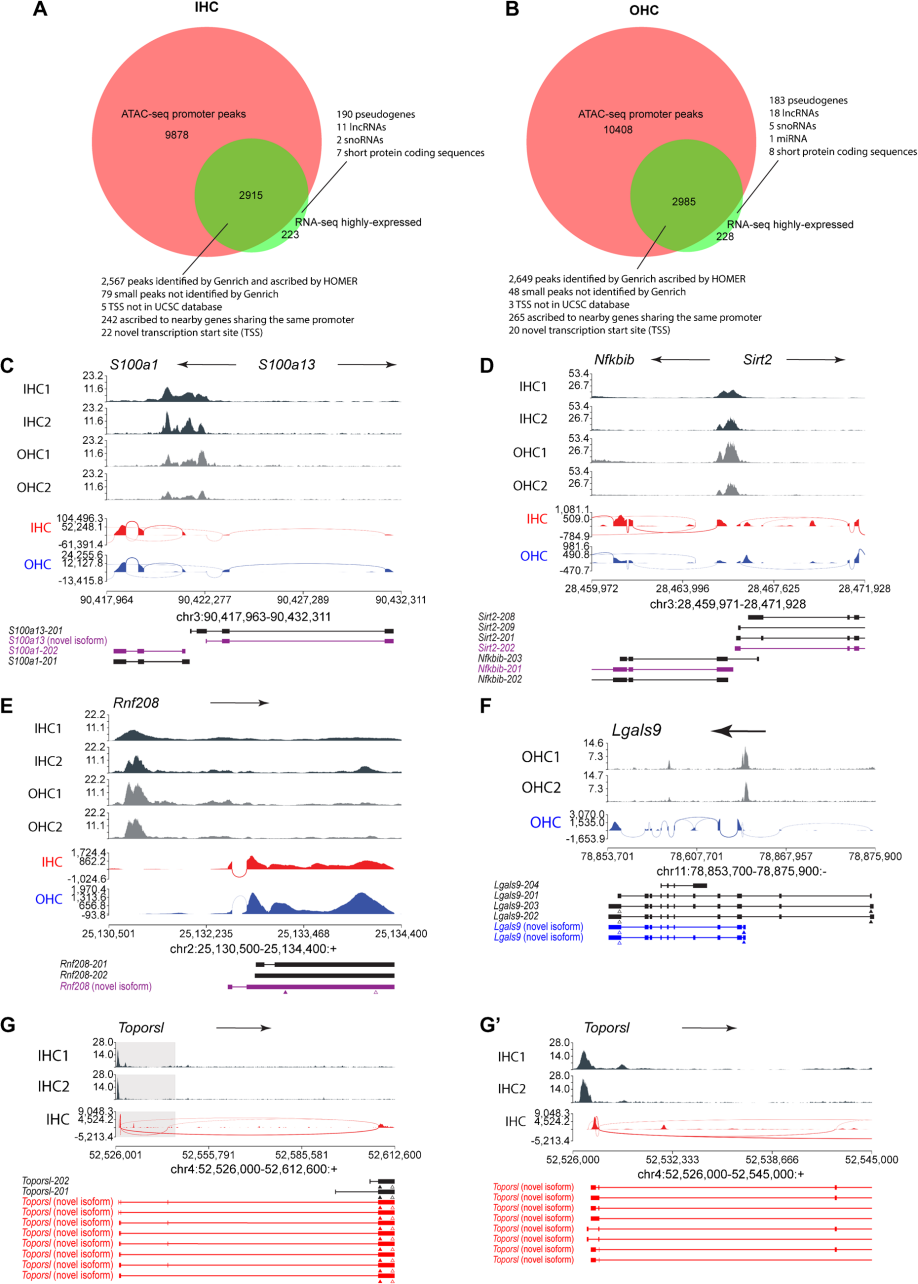
Most genes highly expressed in cochlear hair cells have accessible promoter elements. **A**, **B** Overlap between genes that are highly expressed and genes with an open proximal element in IHCs (**A**) and OHCs (**B**). See Tables S23–S28 for the complete lists of genes. **C** ATAC-seq trace and RNA-seq sashimi plot of *S100a1* and *S100a13*, two genes in opposite directions that have adjacent transcription start sites. Both encode calcium-binding proteins of EF-hand type. Note the ATAC-seq peak in their shared promoter region. **D** ATAC-seq trace and RNA-seq sashimi plot the promoter region of NFKB Inhibitor Beta (*Nfkbib*) and Sirtuin 2 (*Sirt2*), two genes in opposite directions that have adjacent transcription start sites. Note the ATAC-seq peak in their shared promoter region. **E** ATAC-seq trace and RNA-seq sashimi plot of Ring Finger Protein 208 (*Rnf208*), a gene expressed in both IHCs and OHCs. Note the putative novel TSS upstream of canonical TSS. **F** ATAC-seq trace and RNA-seq sashimi plot of Galectin 9 (*Lgals9*), a gene expressed in OHCs but not IHCs. Note the putative novel TSS downstream of canonical TSS. **G**, **G’** ATAC-seq trace and RNA-seq sashimi plot of the full length of Topoisomerase I Binding, Arginine/Serine-Rich Like (*Toporsl*), a gene expressed in IHCs but not OHCs. Note the putative novel TSS upstream of the canonical TSS. Gray box indicates area zoomed in **G’**. For **C**–**G’**, the arrow at the top of each trace indicates the direction of the gene; the ATAC-seq traces are black for IHCs and grey for OHCs; the RNA-seq sashimi plots are colored red for IHCs and blue for OHCs; and below them are depicted the transcripts (published or found in this study) that each gene produces, with those not expressed by HCs in black, those expressed solely by IHCs in red, solely by OHCs in blue, and by both IHCs and OHCs in purple. Arrowheads point to the start (filled) and end (open) of the coding sequences

Most of the highly expressed genes whose proximal peak was ascribed to another gene had an adjacent gene going in the opposite direction, thus sharing a common promoter. 

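On chromosome 3 of GRCm39, S100a1 is annotated on the minus strand from 90418340 to 90421848 and S100a13 around it on the plus strand from 90416091 to 90431912, and 2563 exonic bases of the 2 genes overlap. S100a13 had 39.5 ± 25.6 CPM (SD, n = 6) in IHCs and 33.2 ± 15.5 CPM (SD, n = 6) in OHCs. This difference was within the spread of the replicates, with a log2 fold change of -0.25 (standard error 0.43, adjusted p = 0.774 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that became 0.07 without IHC replicate 5. Its counts are uncertain, because 54.4% of its exonic bases lie antisense to S100a1. Nfkbib, on chromosome 7 from 28457486 to 28466937 on the minus strand, shares 42 exonic bases with Sirt2 on the plus strand, and 314 with the antisense gene Ccer2, which had up to 38277 counts in a library. Nfkbib had 43.4 ± 10.4 CPM in IHCs and 24.7 ± 10.4 CPM in OHCs, and its log2 fold change of -0.81 (standard error 0.36) did not reach the threshold (adjusted p = 0.191 from the same test). Sirt2 was IHC-enriched, with 221 ± 95.3 CPM in IHCs, 67.6 ± 30.6 CPM in OHCs and a log2 fold change of -1.71 (standard error 0.31, adjusted p = 0.00199 from the same test). The difference between the fold changes of the 2 neighbours was not tested.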

Examples include *S100a13* and *Nfkbib*, whose promoter peaks had been ascribed by HOMER to *S100a1* and *Sirt2*, respectively (Fig. 5C, D).

Examples of genes that had novel TSS included *Rnf208*, *Lgals9*, and *Toporsl*. 

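Counts per gene do not separate transcription start sites, so they give only the level of each of these genes. Rnf208, on chromosome 2 from 25132941 to 25134274, had 20.6 ± 15.6 CPM (SD, n = 6) in IHCs and 23.0 ± 10.8 CPM (SD, n = 6) in OHCs, with a log2 fold change of 0.16 (standard error 0.51, adjusted p = 0.891 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the log2 fold change became -0.01 when IHC replicate 2, IHC replicate 4 or OHC replicate 3 was left out. Lgals9, on chromosome 11 from 78853800 to 78875798, had 14.7 ± 10.6 CPM in IHCs and 30.0 ± 11.9 CPM in OHCs. Single IHC libraries held between 24 and 1013 counts of Lgals9, and the log2 fold change of 1.03 (standard error 0.59) had an adjusted p of 0.324 from the same test. Toporsl, on chromosome 4 from 52596269 to 52612430, had 59.1 ± 26.2 CPM in IHCs and 5.93 ± 5.18 CPM in OHCs, with a log2 fold change of -3.31 (standard error 0.60, adjusted p = 0.00170 from the same test). OHC libraries held between 11 and 662 counts of Toporsl, so its transcripts were detected in every pool.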

In the case of *Rnf208* and *Toporsl*, the novel TSS was upstream of the canonical one, but did not result in any changes to the open reading frame compared to the canonical isoform (Fig. 5E, G, G’). This suggests that although the protein produced is the same, the alternative TSS in HCs might allow its expression to be regulated by a different set of transcription factors from the canonical one in other cell types. *Lgals9*, on the other hand, has a downstream TSS that results in an open reading frame coding for a truncated protein (Fig. 5F). The function of *Lgals9* in HCs has yet to be established, but this isoform might, in addition to or instead of producing a truncated protein, be expressing a non-coding RNA, since many genes with short open reading frames are predicted to be lncRNAs.

The few genes for which no proximal peak was detectable by any of our criteria were mostly pseudogenes, and the remaining ones mostly comprised of 11 long non-coding RNAs (lncRNAs), 2 small nucleolar RNAs (snoRNAs) and 6 short protein coding sequences in IHCs, and 18 lncRNAs, 5 snoRNAs, 1 microRNA (miRNA), and 8 short protein coding sequences in OHCs. Notwithstanding these exceptions, most genes expressed in IHCs (92.9%) or OHCs (92.3%) have accessible (as detected by ATAC-seq) promoter regions in their respective cell types. This confirms that our ATAC-seq data detects most active promoters as open chromatin.

### A Significant Number of Genes Differentially Expressed Between IHCs and OHCs Have Differentially Accessible Promoters and/or Enhancers

Gene expression can often be regulated by accessibility to the transcription machinery in the promoter region. In order to determine whether differences in gene expression between IHCs and OHCs can be explained at least in part by differential accessibility in the chromatin, we checked whether genes with differentially enriched expression also had differentially accessible proximal elements. 

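The proximal elements in this comparison are those the paper lists as more accessible in IHCs (Table S15) or OHCs (Table S17), and the expression side was computed from the 12 libraries. Among the 13269 genes tested, 682 had an IHC-enriched and 288 an OHC-enriched proximal element. Of the IHC-enriched genes by the quasi-likelihood test, 144 (28.5%) had an IHC-enriched proximal element, 5.54-fold the 26.0 expected when the same number of tested genes is drawn at random. Of the OHC-enriched genes, 44 (13.6%) had an OHC-enriched proximal element, 6.26-fold the 7.03 expected. These numbers were 217 and 82 with DESeq2's calls and 75 and 28 at a threshold of 0.01, and on the OHC side 21 with at least 10 counts in every library. The paper's own statistics take all 55416 annotated genes as the background, and with that background 8.83 and 2.41 genes would be expected.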

We found that out of 752 genes with enriched expression in IHCs, 170 had more accessible proximal elements (many more than the 13.1 that would be expected at random; Fig. 6A, Table S29), while out of 531 genes with enriched expression in OHCs, 56 had more accessible proximal elements (vs 3.96 expected at random; Fig. 6B, Table S30). Of the genes that did not have a more accessible proximal element, 117 IHC-enriched genes (Fig. 6C, Table S31) and 48 OHC-enriched genes (Fig. 6D, Table S32) had more accessible distal elements (potential enhancers) in the respective cell types. 

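Of the genes listed in the paper's tables of genes with more accessible distal but not proximal elements, 115 on the IHC side and 46 on the OHC side were tested in the RNA-seq libraries. All of them had the direction that the paper gives, with median log2 fold changes of -1.50 for the IHC and 2.00 for the OHC genes. Of these, 86 were IHC-enriched and 38 OHC-enriched at an adjusted p-value under 0.05. The paper picked these genes by their direction in the same libraries, so the shared direction is not independent evidence. No test of overlap was made for the distal elements, because the full lists of these elements were not analysed here.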

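With the genes tested as the background, the one-sided hypergeometric p was 7.19e-70 for the genes enriched in IHCs and 6.48e-23 for those enriched in OHCs. These became 3.28e-131 and 1.87e-41 with all annotated genes as the background, which includes the genes left untested for their low counts. Genes are not independent replicates, so these values describe the lists rather than differences between animals. Among 10000 lists of tested genes matched to the enriched genes on expression level, the median list had 33 genes with IHC-enriched and 7 with OHC-enriched proximal elements. No matched list reached the number found, which gives a one-sided permutation p of 0.0001 in both cell types, the smallest that 10000 lists can give.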

A hypergeometric test found that the overlap between the gene lists for enriched expression and more open proximal chromatin elements is statistically significant for both IHCs (*p* = 5.984779e-137) and OHCs (*p* = 1.976857e-46). Although of the differentially expressed genes those with differentially accessible promoters were only a fraction (22.6% for IHCs and 10.5% for OHCs; Fig. 6A, B; a greater percentage is obtained when including potential enhancers), these include most of the genes with known cell type-specific functions, such as *Tbx2*, *Fgf8, Slc17a8* (Vglut3), *Otof*, and *Ctbp2* in IHCs (Fig. 6A) and *Insm1*, *Prox1*, *Efna5*, and *Cdh1* in OHCs (Fig. 6B). 

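Tbx2 was among the IHC-enriched genes with the smallest adjusted p-values, with 145 ± 62.8 CPM (SD, n = 6) in IHCs, 6.04 ± 3.50 CPM (SD, n = 6) in OHCs and a log2 fold change of -4.58 (standard error 0.39, adjusted p = 7.51e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fgf8 had 78.8 ± 76.0 CPM in IHCs, where IHC replicate 1 reached 226 CPM and the others stayed at or under 90.7 CPM, and 2.70 ± 2.00 CPM in OHCs. Its log2 fold change of -4.86 (standard error 0.72, adjusted p = 3.19e-04 from the same test) stayed between -5.15 and -4.19 with each library left out. Slc17a8 had 219 ± 48.8 CPM in IHCs and 13.9 ± 13.5 CPM in OHCs, a log2 fold change of -3.97 (standard error 0.61, adjusted p = 3.76e-04 from the same test). Ctbp2, expressed more evenly, had 156 ± 78.0 and 64.7 ± 20.4 CPM and a log2 fold change of -1.27 (standard error 0.30, adjusted p = 0.0151 from the same test), and it shares 314 exonic bases on the same strand with Fgfr2. On the OHC side, Insm1 had 0.194 ± 0.183 CPM in IHCs and 52.7 ± 20.3 CPM in OHCs, with a log2 fold change of 8.14 (standard error 0.71, adjusted p = 7.51e-07 from the same test). OHCs were sorted by a marker driven from the Insm1 locus, so this gene also entered the definition of the OHC pools. Cdh1 had the smallest adjusted p of all genes tested, 1.04e-08 from the same test, with 27.8 ± 12.2 CPM in IHCs, 879 ± 116 CPM in OHCs and a log2 fold change of 4.98 (standard error 0.31).

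**Figure D3:**
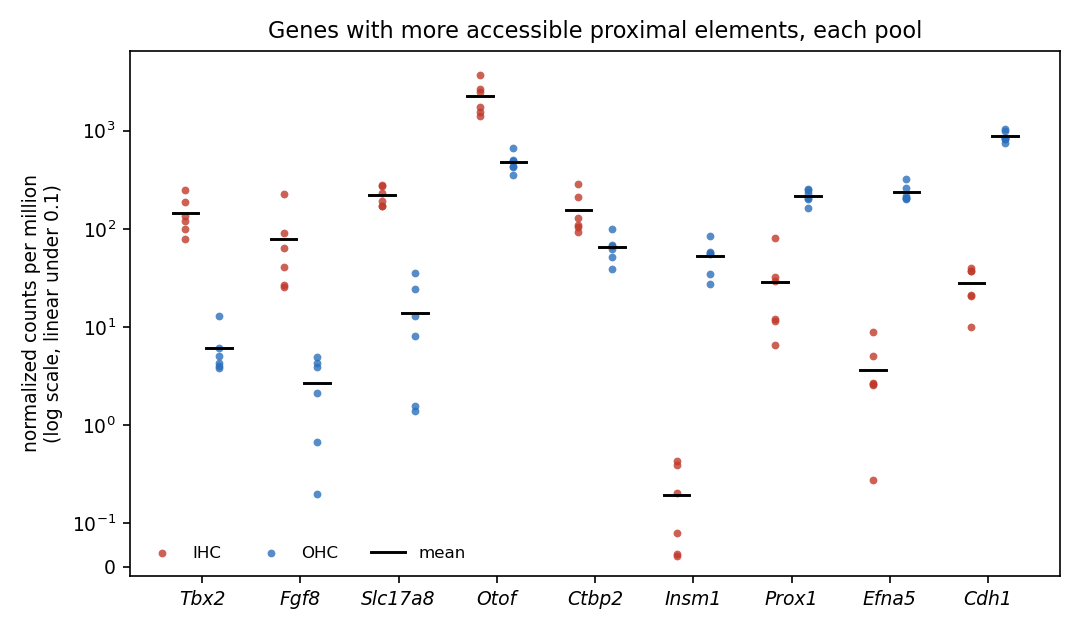
Normalized counts (CPM, y axis, log scale, linear under 0.1) of 9 genes that the paper lists with more accessible proximal elements, in each of the 6 IHC pools (red) and 6 OHC pools (blue), with the mean of each cell type as a black bar. For Tbx2, Fgf8, Slc17a8 and Otof the 6 IHC pools lie above the 6 OHC pools, for Ctbp2 5 of the 6 do, and for Insm1, Prox1, Efna5 and Cdh1 the 6 OHC pools lie above the 6 IHC pools.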

Interestingly, this includes functional genes (such as *Slc17a8*/*Vglut3*, *Otof*, and *Ctbp2*) whose expression is incipient in neonatal hair cells but will be maintained throughout life, as well as developmental genes (such as *Tbx2* and *Fgf8* in IHCs and *Insm1* and *Prox1* in OHCs) which are only expressed transiently. 

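Among the genes named here for functions maintained through life, the log2 fold change with each library left out in turn ran from -4.52 to -3.74 for Slc17a8, from -2.37 to -2.05 for Otof and from -1.45 to -1.01 for Ctbp2. For the genes that the paper describes as transiently expressed, it ran from -4.98 to -4.37 for Tbx2 and from 7.89 to 8.65 for Insm1. Each of these genes stayed past the threshold in all 12 such fits. The libraries are from a single age, P0, so they do not show which genes stay expressed. From the overlap of enriched expression with more accessible proximal elements, the paper concludes that differences in promoter accessibility can explain part of the differences in expression, in permanently and in transiently expressed genes.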

Overall, our results reveal that the difference in expression for a significant number of genes in each hair cell type can be explained by the differences in chromatin accessibility of their promoter regions and that this is true for both permanently and transiently expressed genes.

**Fig. 6:**
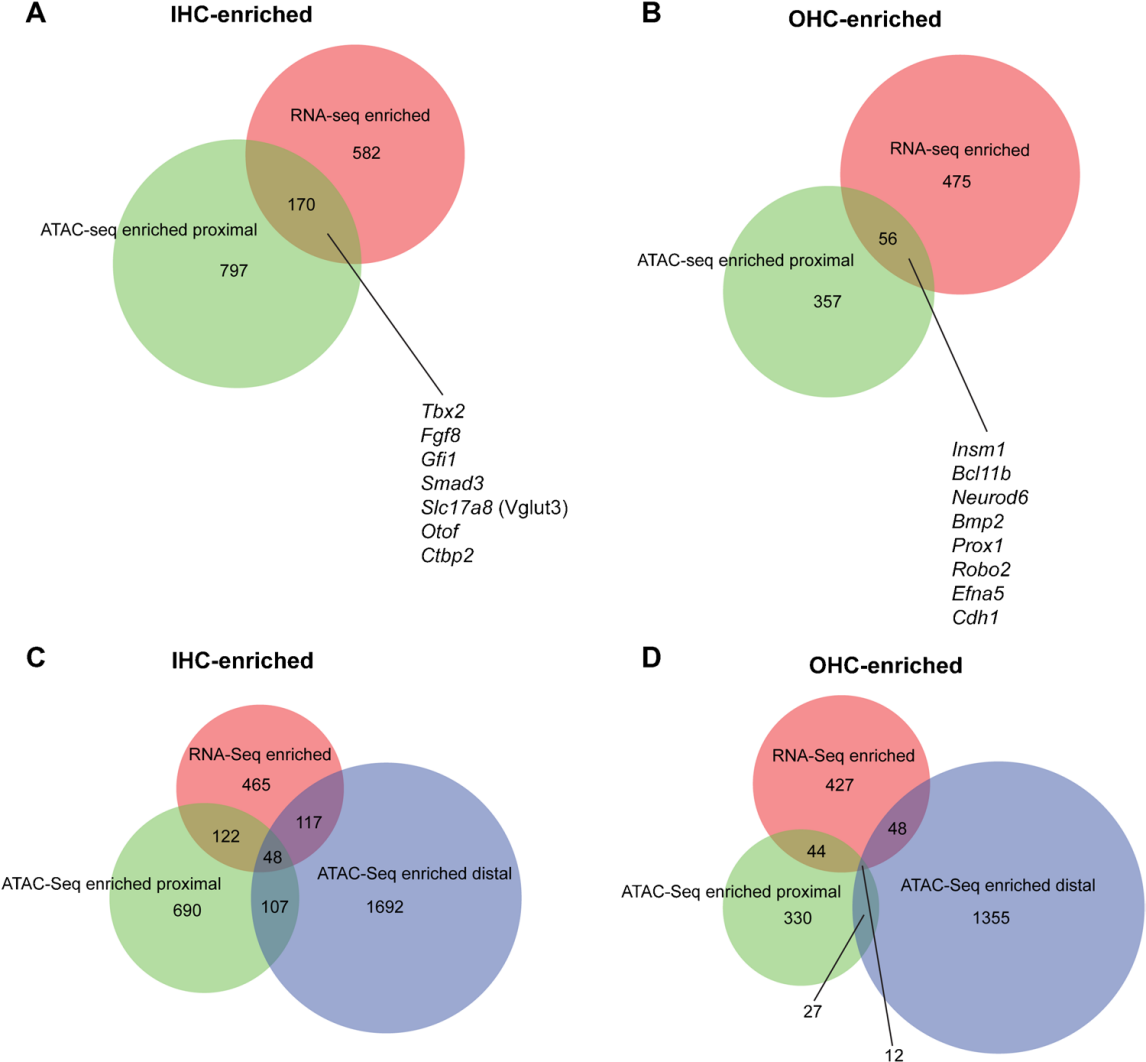
Differential chromatin accessibility corresponds to differential expression in few but prominent IHC –vs OHC–enriched genes. **A** IHC-enriched gene expression vs IHC-enriched proximal elements (*p* = 5.984779e-137, expected overlap at random = 13.1). Listed are examples of functionally relevant genes that are preferentially expressed and have enhanced promoter accessibility in IHCs. See Table S29 for the complete list of genes. **B** OHC-enriched gene expression vs OHC-enriched proximal elements (*p* = 1.976857e-46, expected overlap at random = 3.96). Listed are examples of prominent genes that are preferentially expressed and have enhanced promoter accessibility in OHCs. See Table S31 for the complete list of genes. **C** Three-way comparison of genes with IHC-enriched expression, proximal elements, and distal elements. See Table S30 for the complete list of genes with enriched distal but not proximal elements. **D** Three-way comparison of genes with OHC-enriched expression, proximal elements, and distal elements. See Table S32 for the complete list of genes with enriched distal but not proximal elements

### Some Genes Expressed in Neonatal Hair Cells Have Novel Transcription Start Sites and Generate Cochlear Isoforms Not Reported in Other Organs or Cell Types

Some of the searches for promoters of expressed genes had revealed the existence of novel exons, and therefore mRNA isoforms, in hair cells. We therefore used this combinatorial examination of RNA-seq and ATAC-seq to seek novel mRNA isoforms and promoters for other genes. As further proof of concept, we also examined *Myo7a*, a gene that reportedly produces two mRNAs starting in different exons, one exclusively expressed in OHCs but not IHCs [56]. Our RNA-seq data confirms the existence of this isoform in OHCs, and our ATAC-seq data reveals a proximal element near the TSS of the OHC-specific isoform that is accessible only in OHCs (Fig. 7A, A’).

**Fig. 7:**
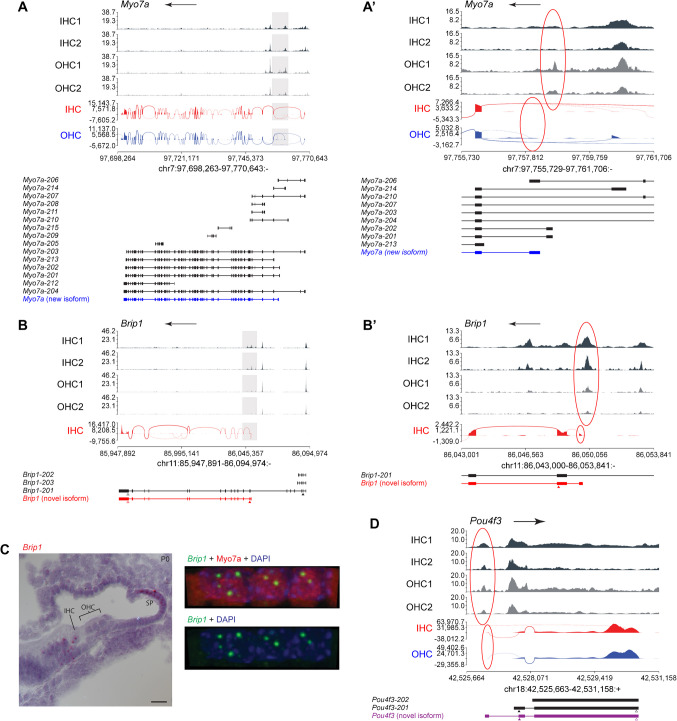
Combined ATAC-seq and RNA-seq can reveal novel isoforms with HC-specific exons and transcription start sites. **A**, **A’** ATAC-seq traces and RNA-seq sashimi plots of *Myo7a*. The full-length gene is shown in **A**, while the area in the box is zoomed in **A’**, with the OHC-specific exon and its adjacent open proximal element circled in red. **B**, **B’** ATAC-seq traces and RNA-seq sashimi plot of *Brip1*. The full-length gene is shown in **B**, while the area in the box is zoomed in in **B’**, with the novel exon and its adjacent open proximal element circled in red. **C** RNA in situ hybridization images of *Brip1* in mice at P0. Scale bar is 20 µm. Structures are labelled with the following abbreviations: IHC, inner hair cells; OHC, outer hair cells; SP, spiral prominence. Image on the left is a cross section of the mouse cochlea in which *Brip1* mRNA is detected with a chromogenic dye. Note how the *Brip1* mRNA seems to localize to the nuclei of the IHC and the cells of the spiral prominence. Images on the right are confocal projections from the top of a row of IHC nuclei in which *Brip1* mRNA is detected with a fluorescent label. About two stronger foci are visible within each IHC nuclei. DAPI counterstain (blue) reveals that *Brip1* mRNAs accumulate in genomic regions of low DNA density (i.e., euchromatin). **D** ATAC-seq traces and RNA-seq sashimi plots of *Pou4f3*, with the novel exon and its adjacent open proximal element circled in red. For **A**–**B’** and **D**, the arrow at the top of each trace indicates the direction of the gene, the ATAC-seq traces are black for IHCs and grey for OHCs, the RNA-seq sashimi plots are colored red for IHCs and blue for OHCs, and below them are depicted the transcripts (published or found in this study) that each gene produces, with those not expressed by HCs in black, those expressed solely by IHCs in red, solely by OHCs in blue, and by both IHCs and OHCs in purple. Arrowheads point to the start (filled) and end (open) of the coding sequences

We then inspected some other genes known or suspected to play a role in hair cell development and found novel isoforms of the helicase-encoding *Brip1* and of the transcription factor-encoding *Pou4f3*. As previously reported, *Brip1* expression is enriched in IHCs relative to the OHCs during development at P0 [8]. 

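Brip1 is annotated on the minus strand of chromosome 11 from 85948957 to 86092592. Over all of its exons, it had 299 ± 92.7 CPM (SD, n = 6) in IHCs and 35.8 ± 15.1 CPM (SD, n = 6) in OHCs. The log2 fold change was -3.06 (standard error 0.32, adjusted p = 4.51e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 IHC libraries lay above all 6 OHC libraries. Brip1 shares 286 exonic bases with the antisense gene Brip1os, which had at most 556 counts in any library. Counts per gene do not show which exons or start site were used.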

On closer inspection, we found that the transcript of *Brip1* in IHCs lacks the first six exons and instead begins at a novel TSS within intron 6, which we name exon 6B (Fig. 7B, B’). This novel mRNA isoform of *Brip1* lacks in its open reading frame the coding sequence for the nuclear localization signal (NSL) and part of the helicase domain. We find a region of open chromatin proximal to the novel exon 6B, which is significantly more accessible in IHCs than OHCs and hence qualifies as a putative novel promoter. RNA in situ hybridization suggests that the *Brip1* transcript is localized to the nucleus instead of the cytoplasm in IHCs. Within the nucleus, it is concentrated in discrete foci of low DNA density (i.e., euchromatin; Fig. 7C). This subcellular pattern may suggest that in IHCs, *Brip1* produces a non-coding RNA rather than a protein-coding transcript.

*Pou4f3*, on the other hand, exhibits a previously uncharacterized exon upstream of the canonical first exon, with a region of open chromatin (presumably the promoter) just upstream of the novel exon (Fig. 7D). This new mRNA isoform of *Pou4f3* shares the same open reading frame with the canonical mRNA, as it does not contain an upstream start codon. Hence, the two *Pou4f3* mRNA isoforms differ only in the 5′ untranslated region (UTR). The functional reasons for this are therefore not production of a functionally distinct POU4F3 protein isoform but are perhaps regulatory. For example, by using an alternative promoter, *Pou4f3* might be regulated in hair cells by a different set of transcription factors from those that regulate the production of the canonical mRNA in other cell types.

These examples provide proof of principle for how our combined RNA-seq and ATAC-seq datasets may be used to identify novel transcription start sites (new promoter + first exon combinations). While we could not systematically examine all genes, our datasets provide the resource for the individual examination of any gene of interest.

## Discussion

Here, we first extended the RNA-seq data analysis of developing cochlear IHCs and OHCs to look at alternative RNA splicing as a factor in their different transcriptomes. While single-cell RNA-seq allows for the transcription levels of individual genes to be quantified in each cell type, it cannot inform on splice isoforms as it uses short-read sequencing at the 3′ ends of the transcripts. However, using bulk RNA-seq data from pools of IHCs and OHCs, we were able to determine that in addition to differences in gene expression, there were also differences in splicing of their expressed transcripts. This suggests that in addition to regulation of gene expression, regulation of RNA splicing also plays a role in the differential development of IHCs and OHCs.

Future studies could further validate differential exon usage between IHCs and OHCs for any gene of interest using methods such as mRNA in situ hybridization for alternatively spliced exons or TaqMan quantitative reverse transcription polymerase chain reaction (RT-qPCR) using exon-specific internal probes. Functional studies of these differentially spliced exons could be performed by isoform-specific mutagenesis.

Some of the alternative splicing we have observed results in protein-coding transcripts becoming non-coding RNAs instead. Some of these alternatively spliced exons may also potentially function as poison exons [57], which play a role in regulating protein expression by introducing a premature stop codon to the mRNA that results in nonsense-mediated mRNA decay. This may represent a posttranscriptional mechanism for preventing protein expression or may reveal non-protein roles for these non-coding RNAs during IHC and OHC differentiation.

Differential gene expression can often be explained by differences in the accessibility of chromatin in proximal (i.e., promoter) or distal (e.g., enhancer) regulatory elements, as more open chromatin makes these genomic regions more accessible to the transcriptional machinery. Most differentially expressed genes did not exhibit significant differences in accessibility (as determined by ATAC-seq) of their promoters (proximal elements) between IHCs and OHCs, which is not surprising, as transcription can also be regulated by other means, such as DNA and histone modifications or binding of specific transcription factors. However, a significant number of differentially expressed genes had a significant difference in accessibility of chromatin in their promoters. These include genes previously found to play major roles in the separate development of IHC and OHC, such as *Tbx2* [9] and *Fgf8* [58] in IHCs and *Insm1* [8] and *Efna5* [32] in OHCs. 

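In the P0 RNA-seq libraries, Gfi1, which lies on chromosome 5 from 107864523 to 107873902, was 2.03-fold higher in IHCs than in OHCs, a log2 fold change of -1.02 (standard error 0.23, adjusted p = 0.0106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference exceeded the spread of the replicates but not without overlap, since 5 of the 6 IHC libraries lay above every OHC library. It stayed past the threshold with each library left out in turn, where the log2 fold change ran from -1.16 to -0.87 and the highest adjusted p was 0.0313, without OHC replicate 6.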

Interestingly, we also found that *Gfi1*, a gene required for both IHC and OHC differentiation [4], is enriched about twofold in IHCs relative to OHCs, and also has a more accessible promoter (proximal element) in IHCs than OHCs. This suggests that the expression level of GFI1 might play a role in determining developmental differences between IHCs and OHCs.

By combining RNA-seq and ATAC-seq data, we were able to identify a few genes with novel promoters for HCs that were not previously described in other cell types. Some of these had novel exons upstream of the canonical TSS that extended the 5′ UTR but did not result in any changes to the open reading frame. This suggests that the regulation of gene expression may also occur by using alternative promoters to drive production of the same protein in different cell types, which would allow for transcription to be initiated using different transcription factors. We also found that *Brip1*, which canonically encodes a helicase, was expressed in a form whose open reading frame appears to result in a non-functional helicase protein, and whose RNA transcript appears to localize to discrete clouds in the euchromatin (active chromatin) part of the nucleus. A similar-looking type of RNA “cloud” has previously been reported for *Evf2*, a long non-coding RNA that accumulates at its site of transcription, over an enhancer, from which it regulates nearby genes [59]. It is intriguing that the *Brip1* locus is very close to that of *Tbx2* (~ 200 kb apart, with *Tbx4* as the sole intervening gene), and that both genes are co-expressed in IHCs and other cells of the inner compartment. 

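In GENCODE vM39 on GRCm39, Tbx2 occupies bases 85723377 to 85734115 of chromosome 11 on the plus strand, and the nearest base of Brip1, on the minus strand, is 85948957, a gap of 214841 bp. The annotation places 3 genes in this gap, of which 1 is protein coding, 1 a lncRNA and the other a pseudogene. Tbx4, the protein-coding gene from 85776887 to 85806923, had at most 1 count in any IHC library and at most 7 in any OHC library, and it was not tested for this reason. The lncRNA Gm11444, from 85737331 to 85741202 on the minus strand, had at most 536 counts in an IHC library and at most 12 in an OHC library, and it did not pass the low-count filter. The pseudogene Gm11443, from 85841321 to 85841799, had 0 counts. Both Tbx2 and Brip1 were IHC-enriched, with every IHC library above every OHC library.

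**Figure D4:**
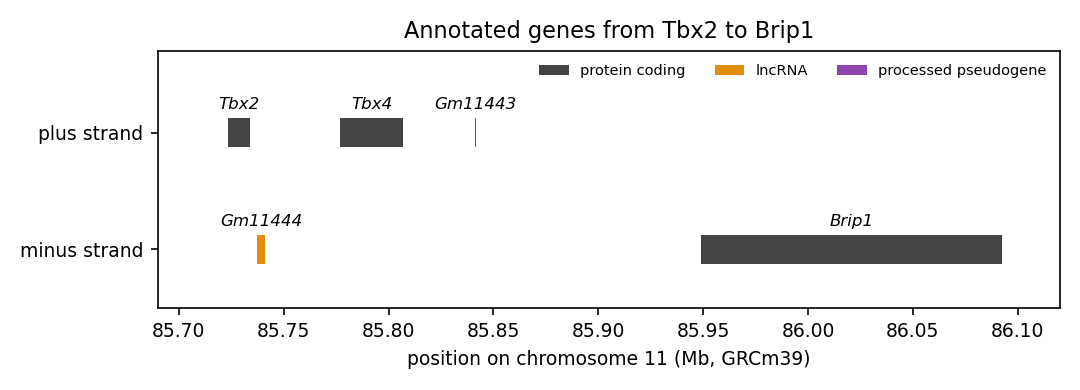
Annotated genes from Tbx2 to Brip1 on chromosome 11 of GRCm39, with position in Mb on the x axis and the strand of each gene on the y axis. Bars span each gene and are coloured by gene type, and Tbx4, Gm11444 and Gm11443 lie in the gap of 214841 bp.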

An obvious suggestion is that of a regulatory interaction between *Brip1* and *Tbx2*. The case of *Brip1* illustrates that, as for alternative splicing, alternative promoters and starting exons (and Transcription Start Sites) in IHCs and OHCs may determine whether each cell type expresses a protein-coding form and a non-coding RNA for some genes.

We found smaller ATAC-seq peaks that were visible by eye but were not identified by the peak caller Genrich. This is likely because peak callers use statistical methods to identify regions of open chromatin, and smaller peaks may sometimes not exceed the threshold above background to be positively identified. However, the fact that the gene is expressed at a reasonably high level suggests that these peaks are nevertheless real. New bioinformatics tools that take RNA-seq data into account would thus be useful for the identification of regions of open chromatin that would be missed by current peak callers.

Although much progress has been made in compiling databases of transcripts in multiple mouse cell types and tissues, we discovered that some of the transcript variants present in HCs are novel, not present in pre-existing databases and hence in other cell types. This is consistent with the unique features and development of HCs. In this study, we identified numerous genes with novel TSS by manually examining expressed genes that did not have a region of open chromatin in their canonical promoter regions. However, this approach would miss genes whose canonical promoter regions are accessible but that are expressed from novel TSS (e.g., *Brip1* and *Pou4f3*). Identification of novel isoforms, and even of new genes, systematically on a global scale will require development of bioinformatics tools that combine RNA-seq and ATAC-seq.

As a resource, our data reveals for each gene which mRNA isoforms are expressed in IHCs and/or OHCs, whether novel or previously found in other cell types. While we only describe in some detail the mRNA isoforms and novel proximal regulatory elements (promoters) for a few genes, our datasets are available for any willing investigator to examine and visualize with free software, such as Integrated Genomics Viewer (IGV), the state of their gene, and transcript of interest in IHCs and OHCs. This will be useful in several ways: first, to design or use the appropriate gene-targeting strategies. As an example, we ruled out the use of two available presumed KOs of *Brip1* because they either deleted exon 3 or introduced a gene trap (splice acceptor followed by poly-adenylation signal) in intron 5, both upstream of the *Brip1* proximal regulatory element and mRNA isoform that IHCs express. Prior to engineering or simply importing mice for gene targeting in hair cells, the database provided here should be examined. Second, for detection procedures of any gene of interest, the mRNA isoform expressed in hair cells should be examined to ensure that it complements the probe to be used for in situ hybridization or encodes the epitope detected by the antibody to be used in immunodetection. For example, the first commercially available in situ hybridization probe for *Bcl11b* complemented a predicted 3′ UTR not included in the mRNA expressed in OHCs, and hence we designed an appropriate probe. Third, the promoters and potential enhancers should be of much utility for gene therapy. We reveal numerous promoter fragments (open chromatin peaks) that might drive gene expression exclusively in hair cells but not in other cochlear cell types (e.g., *Pou4f3*; Figs. 4D and 7D), solely IHCs (e.g., *Fgf8* during development and *Slc17a8/Vglut3* throughout life; Fig. 4F, G), solely OHCs (e.g., *Insm1* or *Neurod6* during development and the internal *Myo7a* promoter throughout life; Figs. 4H, I and 7A’), or either type of hair cells in combination with other cochlear cell types, such as perhaps *Cdh1* for the entire outer compartment hair and supporting cells, the internal promoter of *Brip1* for IHCs and other Greater Epithelial Ridge cells (Fig. 7B’), and *Tbx2* for IHCs and most of the epithelium except those in the outer compartment (Fig. 4E). Finally, by revealing non-coding sequences either expressed in mRNAs or accessible for potential use as promoters and enhancers, genetic studies can identify whether single nucleotide polymorphisms (SNPs) and other candidate mutations not disrupting coding sequences but associated with hearing loss might be causative.

### Limitations of the Study

While we identified numerous putative novel promoters of known genes, this study is unable to identify the precise TSS for the novel isoforms. This could be achieved by 5′ rapid amplification of cDNA ends (RACE). Moreover, these putative promoters for IHCs or OHCs will need validation by a combination of promoter mutagenesis and transgenic or viral vector-mediated reporter expression.

Although we identified potential enhancers by ascribing distal ATAC-seq peaks to the nearest gene, this method is not foolproof as enhancers do not necessarily regulate the nearest gene, and some regions of high chromatin accessibility may be other types of regulatory elements such as insulators [60] or silencers [61, 62]. To know for certain that a distal element is interacting with the promoter of a specific gene, we would need 3D chromatin conformation data obtained with technologies such as high-throughput chromosome conformation capture (Hi-C) [63, 64]. Furthermore, mutagenesis experiments of the distal element would be required to demonstrate effects of a putative enhancer disruption on the expression level of its candidate gene. Unfortunately, as Hi-C and related technologies currently require over 20 million cells, the limited number of hair cells per animal renders this approach unfeasible at present.

Moreover, while it is possible to look at the relative abundance of splice events at individual splice junctions using our RNA-seq data, assembling whole transcript isoforms is more challenging using Illumina’s high-throughput sequencing systems due to the short length of its reads. Hence, for genes subjected to alternative splicing at separate locations, our data cannot determine the mRNA isoforms being expressed. This could be resolved with long-read RNA-seq technologies (e.g., Iso-Seq by Pacific Biosciences or SMART-Seq by Takara).

## Materials and Methods

### Animals

All experiments were conducted in accordance with the policies of the Institutional Animal Care and Use Committee (IACUC) of Northwestern University. Timed pregnancies were set up by putting male and female mice in the same cage in the evening, and separating them the next morning, with the day of separation being designated as E0. The day of birth was designated as postnatal day P0.

Animal experiments were planned in accordance with the ARRIVE guidelines. From each P0 pup, IHCs and OHCs were collected in separate pools for ATAC-seq Library synthesis. Two separate pools, each of IHCs and OHCs, were collected. Each pool consisted of IHCs or OHCs from 9 pups. All animals were wildtypes as we were comparing the chromatin states of two different cell types, and both cell types were collected from each pup. The individual pups were not sexed as each pool of cells came from multiple animals.

### Fluorescence-activated cell sorting (FACS)

For fluorescence-activated cell sorting (FACS), IHCs and OHCs were labelled using a method previously used by Wiwatpanit et al*.* [8], in which homozygous B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J males (JAX #:007909; RRID: IMSR_JAX:007909) were mated with hybrid Insm1tm1.1(GFP/cre)Mgn/Mmjax (JAX #036986; RRID: MMRRC_036986-JAX) and B6.129S-Atoh1tm4.1Hzo/J (JAX #013593; RRID: IMSR_JAX:013593) females, so the IHCs would be labelled by GFP and the OHCs would be labelled by both GFP and TdTomato at P0. Cells were sorted into a solution of 2% fetal bovine serum (FBS, Gibco #A38402-01) in 1 × PBS using a BD FACSARIA flow cytometer.

### ATAC-seq

After FACS, ATAC-seq libraries were synthesized using a custom-made Tn5 transposase from the Neil Segil lab at the University of Southern California (USC) as described by Tao et al. [53]. Cells in separate IHC and OHC pools were centrifuged at 700 g for 20 min at 4 °C. The supernatant was discarded, and 20 μl cold lysis buffer (10 mM Tris–HCl pH 8.0, 5 mM MgCl_2_, 10% DMF, 0.2% NP-40) was added to the pellet. 20 μl reaction buffer (10 mM Tris–HCl pH 8.0, 5 mM MgCl_2_, 10% DMF, 3000 units Tn5 transposase) was added to the lysis buffer, and after mixing well, the reaction mix was incubated at 37 °C for 30 min. The fragments were then purified using the Qiagen MinElute Reaction Cleanup Kit (Qiagen #: 28,204).

The Library was then synthesized using PCR, with an initial 5-cycle PCR performed with the using the following mix: 23 μl purified DNA fragments after Tn5 transposase, 2.5 μl Primer 1 (25 μM), 2.5 μl Primer 2 (25 μM) with barcorde, 0.3 μl SYBR green (Invitrogen #: S7563) and 25 μl NEBNext® High-Fidelity 2X PCR Master Mix (NEB #: M0541S). SYBR green was diluted to 100X in DMSO prior to addition to PCR reaction mix. Primer sequences are listed in Table 3, with a common forward primer for all samples, and differing reverse primers giving them different barcodes. The initial 5-cycle PCR was performed using the following conditions:
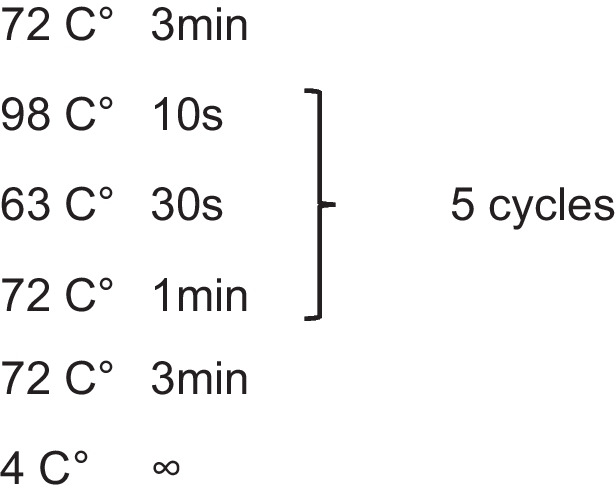

**Table 3:** Sequences of primers used for library synthesis in ATAC-seq and i7 index barcodes

Primer	Sequence	Barcode
Forward	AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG	N/A
IHC1 Reverse	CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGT	AGGCAGAA
IHC2 Reverse	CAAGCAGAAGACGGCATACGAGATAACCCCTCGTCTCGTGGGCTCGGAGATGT	GAGGGGTT
OHC1 Reverse	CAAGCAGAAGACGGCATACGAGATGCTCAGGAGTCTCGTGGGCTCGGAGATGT	TCCTGAGC
OHC2 Reverse	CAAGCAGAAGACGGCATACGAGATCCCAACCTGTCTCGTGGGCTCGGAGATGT	AGGTTGGG

5 μl of each PCR reaction mix was taken for qPCR to determine the number of cycles needed to reach saturation point. This was mixed with 5 μl UltraPure distilled water (Invitrogen #: 10,977–035) and 5 μl NEBNext® High-Fidelity 2X PCR Master Mix to make up a final volume of 15 μl. qPCR was performed using the QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems #: 4,485,701) using the following cycling conditions:

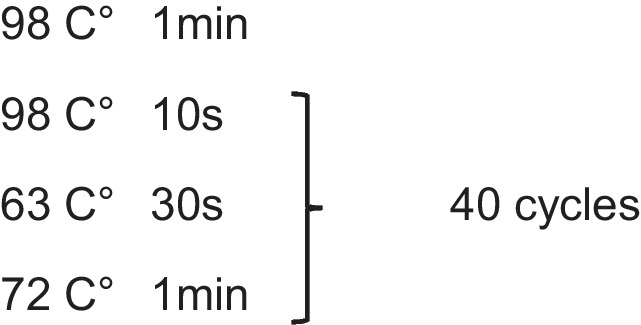

Additional cycles were then performed on the rest of the PCR reaction mix with to the following cycling conditions, with n being the number of cycles needed to reach ¼ saturation point as determined from the aforementioned qPCR step:

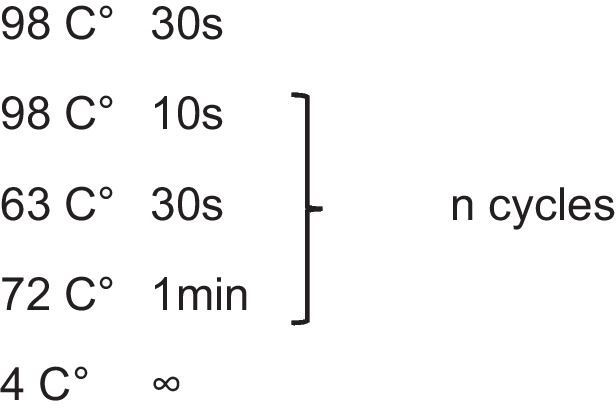

45 AMPure XP PCR Purification Reagent (Beckman Coulter #: A63880) was mixed with the PCR product to bind Library fragments to SPRI magnetic beads. The mix was incubated on a magnetic stand for 2 min, and the supernatant was discarded. Beads were washed twice in 200 μl 80% ethanol for about 2 min each time. DNA fragments were eluted from the beads using 22 μl UltraPure distilled water and incubating at room temperature for 5 min.

ATAC-seq Libraries were sent to the NUSeq Core Facility at Northwestern University for fragment size analysis using the BioAnalyzer system, as well as size selection for fragments from 150 and 1000 bp in size. Libraries were then sequenced using the Illumina NextSeq 500 system by the NUSeq Core Facility with 37 bp paired-end reads to a depth of 50 million reads per sample. IHCs and OHCs from multiple embryos were pooled together to generate ATAC-seq Libraries with 2 biological replicates for each cell type.

### Bioinformatics

For all bioinformatics analyses mentioned in this section, the default settings were used unless otherwise indicated.

ATAC-seq reads were aligned to the mouse genome using Bowtie2 (RRID: SCR_016368) [49], with the “–very-sensitive” and “–no-mixed” options turned on, and a maximum fragment length (-X) of 1000. For this study, we used the GRCm39 version of the mouse genome using the vM27 annotation from GENCODE (RRID: SCR_014966) [66] as our reference. Alignment files were sorted and indexed using SAMtools (RRID: SCR_002105) [67]. ATAC-seq peaks were identified using Genrich (RRID: SCR_025320) [51] in ATAC-Seq mode with PCR duplicate removal and a FDR-adjusted p-value of 0.05 as the threshold. IHC and OHC peaks were called separately, then sorted and merged into a single peak file using BEDTools merge (RRID: SCR_006646) [55]. Peaks were annotated and the number of reads under each peak for each sample was quantified using HOMER’s annotatePeaks.pl module, and BigWig trace files were generated using HOMER’s makeUCSCfile module (RRID: SCR_010881) [52]. Differential ATAC-seq peak enrichment was computed using edgeR (RRID: SCR_012802) [16–19]. ATAC-seq heat maps were generated using Deeptools (RRID: SCR_016366) [68]. For the HC vs SC analysis, ATAC-seq data from Gene Expression Omnibus (GEO, RRID: SCR_005012) (Accession no.: GSE150010). The overlap between HC vs SC-enriched peaks, and IHC vs OHC-enriched peaks was determined used the BEDTools intersect function.

RNA-seq reads were aligned to the mouse genome using STAR (RRID: SCR_004463) [13]. A first pass through star was run to generate a list of splice junctions. This list was then fed back to STAR in a second pass using the “–sjdbFileChrStartEnd” option to allow for more sensitive mapping of reads to novel splice junctions. Read counts for each gene were quantified with HTSeq (RRID: SCR_011867) using the intersection-nonempty quantification mode [14]. Differential gene expression was computed using edgeR [16–19]. For the HC vs non-HC analysis, RNA-seq data from Cai et al*.* was downloaded from GEO (Accession no.: GSE65633).

ATAC-seq and RNA-seq alignments were visualized using Integrative Genomics Viewer (IGV. RRID: SCR_011793) [69–72]. Sashimi plot and ATAC-seq trace images for figures were plotted using Trackplot [73]. Venn diagrams were plotted using BioVenn [74].

### RNA in situ Hybridization and Immunohistochemistry

Inner ears were prepared for sectioning by fixing in 4% (w/v) paraformaldehyde (PFA) in 1 × phosphate-buffered saline (PBS) for 24 h at 4 °C following dissection. Inner ears were cryopreserved by passing them through a series of sucrose solutions in 1 × PBS of increasing concentration for 1 h at 4 °C each, of 5%, 10% and 20% in concentration respectively. Inner ears were then incubated for 24 h at 4 °C in a mixture of 50% Tissue-Tek O.C.T. Compound (Sakura #4583) and 10% sucrose in 1 × PBS. Finally, tissues were frozen in Tissue-Tek O.C.T. Compound at −80 °C for cryosectioning.

RNA in-situ hybridization on cochlear sections was performed using the RNAscope 2.5 HD Assay – RED (ACD Bio #322,350), and nuclei were labelled using haematoxylin for the bright field images. For the fluorescent images, nuclei were labelled using DAPI (Invitrogen #D21490), and hair cells were labelled using rabbit anti-Myo7a primary antibody (Proteus Biosciences #25–6790; RRID: AB_10015251) and AlexaFluor 488 donkey anti-rabbit secondary antibody (Jackson Immunoresearch #711–545-152; RRID: AB_2313584). Images were taken using a Nikon Eclipse E600 microscope.

Fluorescent RNA in-situ hybridization for *Brip1* on whole mount organ of Corti was performed using the RNAscope Multiplex Fluorescent V2 Assay (ACD Bio # 323,110) with Opal 520 (Akoya Biosciences #FP1487001KT) fluorophore. Hair cells were labelled using rabbit anti-Myo7a primary antibody and AlexaFluor 594 donkey anti-rabbit secondary antibody (Jackson Immunoresearch #711–585-152; RRID: AB_2340621), and nuclei were labelled using DAPI. Confocal microscopy was performed at the Center for Advanced Microscopy at Northwestern University using a Nikon A1R confocal microscope.

### Statistical Analysis

To determine whether the overlap between two gene sets was significant, we performed a hypergeometric test. The p-value was calculated using the cumulative distribution function of the hypergeometric distribution, in which $$P\left(x\ge k\right)$$ is the probability of observing *k* or more genes in common between the two sets had they been selected at random, which is as follows:

$$\text{P}\left(x\ge k\right)=\sum\limits_{i=k}^{\text{min}\left({n}_{A},{n}_{B}\right)}\frac{\left(\genfrac{}{}{0pt}{}{{n}_{A}}{i}\right)\left(\genfrac{}{}{0pt}{}{N-{n}_{A}}{{n}_{B}-i}\right)}{\left(\genfrac{}{}{0pt}{}{N}{{n}_{B}}\right)}$$

where *N* is the total number of genes in the mouse genome (55,416 in the vM27 annotation), $${n}_{A}$$ is the number of genes in set A, $${n}_{B}$$ is the number of genes in set B and *k* is the number of genes in common between the two sets. $$\left(\genfrac{}{}{0pt}{}{a}{b}\right)$$ is the binomial coefficient $$a$$ choose $$b$$, and $$\text{min}\left({n}_{A},{n}_{B}\right)$$ is the lesser of the two values between $${n}_{A}$$ and $${n}_{B}$$, representing the maximum possible overlap between the two gene sets. We considered the number of genes in common to be significant if the p-value was less than 0.05.

The expectation value of the hypergeometric distribution $$\text{E}\left[k\right]$$, representing the number of genes in common between the two sets we would expect to see had they been selected at random, was computed using the following equation:

$$\text{E}\left[k\right]=\frac{{n}_{A}\cdot {n}_{B}}{N}$$

## Supplementary Information

Below is the link to the electronic supplementary material.

Table S1−S2

Table S3

Table S4−S5

Table S6−S7

Table S8−S12

Table S13−S14

Table S15−S16

Table S17−S18

Table S19−S20

Table S21−S22

Table S23−S28

Table S29−S32

## Data Availability

The datasets generated during this study are available at NCBI Gene Expression Omnibus (NCBI GEO GSE288375 for RNA-seq data and GSE288376 for ATAC-seq data). The ATAC-seq and RNA-seq data can be concurrently viewed for any gene of interest in an IGV console publicly accessible from the Añoveros lab website (https://igvviewer.s3.us-east-2.amazonaws.com/index.html).

How the deposited data were processed for this re-analysis (not part of the article)

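Bulk RNA-seq was analysed from 12 libraries of the P0 mouse organ of Corti, 6 made from pools of sorted IHCs and 6 from pools of sorted OHCs. The cell type and the replicate number of each library come from the sample labels and were checked against the columns of Table S1. The replicate numbers in Tables S1 and S2 differ from those of the deposited libraries for 2 of the 6 IHC libraries and all 6 OHC libraries, while the cell types and the values match, and the numbers of the deposited libraries are used throughout.

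The authors deposited raw counts of reads per gene, without normalization, with 55416 genes and 5 summary lines of HTSeq in each file. By the methods, the authors aligned the reads with STAR in 2 passes, the second with the splice junctions found in the first, and counted them with HTSeq in its intersection-nonempty mode against GRCm39. The methods name the GENCODE vM27 annotation as the reference for the study, and the number of genes in the files is the one the paper gives for vM27. The versions of these tools and the strand setting of HTSeq are not named in the paper's text. The methods say that defaults applied where no other setting is given, which would cover the strand setting. If reads were counted without regard to strand, overlapping genes on opposite strands lose reads in the intersection-nonempty mode, which among the genes named here includes S100a1 and S100a13, with 88.5% and 54.4% of their exonic bases shared.

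The summary lines were left out of the library sizes and tests. Of all lines, counts on genes made up 56.6% to 75.8% in IHC libraries (median 70.0%) and 53.9% to 71.1% in OHC libraries (median 68.9%). Reads with no annotated feature made up 9.32% to 15.9% and 13.8% to 33.3%, reads that did not align 6.38% to 12.1% and 4.89% to 8.25%, and reads that did not align to a unique place 6.03% to 14.7% and 5.89% to 8.05%. The sum of all lines was 46224861 to 58102230 per IHC library and 46110914 to 56552979 per OHC library. After ribosomal RNA was taken out, 13565175 to 27710829 counts per IHC library and 21162439 to 29088104 per OHC library remained for other genes. The reads carry no molecular identifiers, so counts include copies made by amplification, and the precision of a value is best read from the spread between libraries. The common dispersion was 0.715 among IHC libraries and 0.579 among OHC libraries, and 249 and 237 tested genes, respectively, had 0 counts in one library and at least 100 in another of the same cell type.

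Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the remaining steps in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes were kept with edgeR's filterByExpr by cell type (minimum count 10, minimum total count 15), libraries were normalized by TMM, and IHCs and OHCs were compared with estimateDisp, glmQLFit and glmQLFTest at their default settings. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The paper's text names edgeR, its low-expression filter and this threshold but not the edgeR test. Values per library are CPM on the TMM-normalized library size, without a pseudocount, and log2 CPM for the gene set tests and principal components used a prior count of 2. A group in which every library had at most 3 counts was treated as being at the floor, and folds against it are given as lower bounds.

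The comparison with chromatin used the paper's own lists of IHC-enriched and OHC-enriched proximal elements (Tables S15 and S17), distal elements (Tables S30 and S32, with their text labels checked against the genes they hold) and classes of expression in other cochlear cells (Tables S4 to S7). The overlap with proximal elements was tested with a one-sided hypergeometric test over the genes tested, and against 10000 lists of tested genes matched on level, each gene being replaced by one of the 60 nearest in level. TPM was computed from the counts and the union of exons in GENCODE vM39, whose identifiers cover 98.8% of the genes and 99.97% of the counts. Exon overlaps and coordinates are also those of vM39 on GRCm39. Genes with differential A3SS, MXE and RI events (Tables S8, S10 and S11) were compared with 10000 lists of tested genes matched by level in 10 bins, and the tables of the other events, which differ in size from the paper's text or were not analysed in full, were left out. Lists of marker genes for hair cells, supporting cells, the greater epithelial ridge, mesenchyme, erythroid cells, glia, spiral ganglion neurons, endothelium and macrophages were tested with camera at a preset correlation of 0.01. A wider endothelium list and a pericyte list were added later.

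The genes named in the text are those that the paper names for their expression or splicing in IHCs or OHCs, and the 5 genes in each direction with the largest log2 fold change among those past the threshold whose 6 libraries all lay above the 6 of the other cell type. The marker genes are named in addition, and genes that were singled out after their values were seen are marked as such. The alternatives tried were edgeR's exact and likelihood ratio tests, DESeq2 with its size factors, limma voom with sample quality weights, RLE normalization, no low-count filter, at least 10 counts in every library, removal of the 20 most abundant genes, the replicate number as a block, a threshold of 0.01, each of the 12 libraries left out in turn, other rules and gene lengths for TPM, all annotated genes as the background of the overlap, unmatched lists for spliced genes, and fry in place of camera.

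The tests were first tested on simulated data, with counts drawn for 13269 genes from the means, dispersions and library sizes of these libraries and 200 genes changed by a known fold. The quasi-likelihood test called 1.5%, 47.0% and 69.5% of the genes changed 2-fold, 4-fold and 8-fold, all in the right direction, with 0, 0 and 3 calls among unchanged genes. The exact test called 5.5%, 55.5% and 78.0%, with 1, 12 and 10 calls among unchanged genes. With 200 changed genes at this spread and depth, most 2-fold changes were therefore not called. The cut that the adjustment sets also depends on how many genes change, and 830 were called in the real libraries. These shares therefore do not give the power of the real comparison. ATAC-seq reads and peaks, splice junction counts and the data of other cochlear cells were not analysed here.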

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

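The tests of the endothelial genes by covariation, by the mesenchyme list and by depth were chosen only after the results they address were seen, as were the requirement that covariation hold with each library left out, the wider endothelium and pericyte lists, and the rule that groups with at most 3 counts in every library are not searched for a library apart, while the other tests in this part were set before their own results were seen.

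A library was taken to lie apart from its cell type when its gap to the nearest of the other 5 libraries, divided by the range of all 6, was above 0.625, Dixon's 95% critical value. Among 115 groups of 6 values, 19 had such a library, where chance gives 5.75, and 11 groups at the floor were not searched. Of the 19, 3 came from 18 groups of measures of whole libraries and 16 from 97 groups of gene values.

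IHC replicate 1 lay apart from the other IHC libraries in 3 measures of the whole library. Reads that did not align to a unique place made up 14.7% of its lines, against 6.03% to 7.43% in the others, the ribosomal RNA gene Rn18s-rs5 took 17.7% of its counts on genes, against 1.41% to 5.91%, and its TMM factor was 0.486, against 0.932 to 1.17. Without the 20 most abundant genes, the factor was 0.772, and those of the other IHC libraries were 0.921 to 1.05, so it stayed outside their range. This argues against a few abundant genes, which include the ribosomal RNA genes mt-Rnr2, mt-Rnr1 and Rn18s-rs5, as the whole cause of its low TMM factor, although they account for part of the shift. What set the rest of the factor, and the high shares of Rn18s-rs5 and of reads without a unique place, was not tested, and no biological explanation was tested because the design gives none for a single pool. Without this library, 511 IHC-enriched and 402 OHC-enriched genes were called, and 422 and 270 of these were genes called on all 12 libraries.

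In the IHC group, the CPM values that lay apart were Chrna1 in replicate 3 (385, the others 183 to 220.0), Chrng in replicate 1 (422, the others up to 301), Fgf8 in replicate 1 (226), Prox1 in replicate 6 (79.7), Bmp2 in replicate 6 (0.300, the others up to 0.0654), Bcl11b in replicate 2 (1.15, the others up to 0.445), Slc26a5 in replicate 4 (1.84, the others up to 0.602), Atoh1 in replicate 1 (541), Rnf208 in replicate 5 (50.4, the others up to 20.5) and Sec14l5 in replicate 1 (33.2, the others up to 6.58). In the OHC group, they were Chrna1 in replicate 5 (19.0, the others 35.7 to 45.7), Tbx2 in replicate 3 (13.0, the others up to 6.11), Ikzf2 in replicate 3 (23.5, the others up to 6.80), Lrrc3c in replicate 1 (0.367, the others up to 0.0291), Ptprb in replicate 3 (36.8, the others up to 12.4) and Adgrf5 in replicate 3 (37.6, the others up to 4.94). None of these genes changed its call when the library in question was left out. Without that library, the mean of the remaining 5 became 49.4 CPM for Fgf8, 18.4 for Prox1, 0.0297 for Bmp2, 0.242 for Bcl11b, 0.159 for Slc26a5, 2.06 for Sec14l5, 3.40 for Ikzf2, 0.00581 for Lrrc3c, 7.07 for Ptprb and 3.50 for Adgrf5. On the scale of log2 of CPM plus 1, 6 of the 97 groups of gene values had a library apart, where chance gives 4.85 (one-sided exact binomial p = 0.357), which is consistent with the skewed scale of CPM as the source of most of these values. Differences in composition between single pools were not tested, and the design names no biological difference between pools of one cell type.

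The 4 genes on the endothelium list, which the paper's text does not discuss although all 4 are in Table S2, were higher in OHC libraries. Their means in OHCs and IHCs were 13.6 and 0.317 CPM for Pecam1, 18.8 and 0.554 for Cdh5, 10.7 and 0.0313 for Kdr, and 8.35 and 0 for Cldn5. The log2 fold changes were 5.37, 5.06 and 8.33 for the first 3 (adjusted p = 0.0150, 0.0288 and 7.66e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cldn5 was at least 83.9-fold higher in OHCs (adjusted p = 6.60e-04 from the same test). All 6 OHC libraries lay above all 6 IHC libraries for Cdh5, Kdr and Cldn5, and 5 of the 6 did for Pecam1. OHC replicate 3 had the highest value of all 4 genes, at 27.7, 47.2, 41.1 and 23.6 CPM, and without it the means in OHCs were 10.7 CPM for Pecam1, 13.1 for Cdh5, 4.65 for Kdr and 5.29 for Cldn5. The means in IHCs were 0.182 CPM for Pecam1 without IHC replicate 3, 0.0344 for Cdh5 without IHC replicate 5 and 0.0131 for Kdr without IHC replicate 2. The median log2 fold change of the list was 6.85, or 5.88 with Cldn5 at its bound (camera with Benjamini-Hochberg adjustment over 7 lists, adjusted p = 7.04e-07). On the wider list, 13 of 22 genes were tested, all 13 were higher in OHCs and 8 were called OHC-enriched, while the log2 fold changes of Egfl7, Clec14a and Cd34 were 0.19, 0.55 and 0.68. The mean of Clec14a in IHCs, 6.04 CPM, was 0.383 CPM without IHC replicate 3, and in OHCs it was 8.88 CPM. That of Egfl7 was 3.12 CPM in IHCs, or 1.79 without IHC replicate 5, and 3.55 CPM in OHCs, or 1.89 without OHC replicate 1. Ptprb and Adgrf5, named above, are on this list. The median of this list was 5.35, also with 4 genes at their bounds. The study's Table S2 holds 10 of the 13 genes, and Cd93 was the most abundant, with 53.7 CPM in OHCs and 0.799 in IHCs, or 0.0358 without IHC replicate 2.

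The tables argue against a difference in depth, since the median OHC library held 0.914 times the counts on genes of the median IHC library. A lower share of hair cells in the OHC pools would raise the markers of other cell types alike. The mesenchyme list argues against this, with a median log2 fold change of -1.40 and 0 of its 6 tested genes higher in OHCs. The hair cell list, however, was also lower in OHCs, as a lower share would give. Its median was -0.53, with 1 of 8 genes higher in OHCs (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0456). A lower share of hair cells is therefore not excluded. A candidate explanation is endothelial cells or their RNA in the OHC pools. Across the 6 OHC libraries the mean pairwise correlation of the 4 genes was 0.58, at percentile 99.2 of lists of OHC-enriched genes of matched level, and that of the 13 genes of the wider list was 0.32. This covariation rests on OHC replicate 3, since without it the mean correlations were 0.18 and 0.05, at percentiles 78.8 and 75.7. Of 6 pericyte genes, which vessels would be likely to bring along, 4 were tested, with a median log2 fold change of -0.71, and the lowest adjusted p was that of Pdgfrb, the only 1 of them higher in OHCs (log2 fold change 2.41, adjusted p = 0.199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of these genes in OHCs themselves stays open too. Among the 12 endothelial genes called OHC-enriched, 0 had an OHC-enriched proximal element, against 44 of the 312 other OHC-enriched genes (14.1%), and with so few genes this difference is within chance (two-sided Fisher exact p = 0.382). Endothelial RNA and expression in OHCs cannot be told apart by these tests. The covariation depends on a single library and the promoter comparison on 12 genes. Macrophage and erythroid genes give no information on this, as 1 of 5 and 0 of 6 were tested.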

How the results depend on the processing

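The alternatives in this part were set before the data were examined, except for DESeq2 on the genes kept by filterByExpr, camera with the correlation estimated from the data, the exact test combined with the background of all genes (171 and 55 genes in the overlaps) and the block with the numbers of Table S1, which were chosen only after the results were seen.

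The direction of enrichment did not depend on the processing, since 0 genes called on all 12 libraries were called in the opposite direction under any alternative, but the number of genes past the threshold did. Against 506 IHC-enriched and 324 OHC-enriched genes, the likelihood ratio test called 792 and 557, DESeq2 1321 and 1566, the test without a low-count filter 893 and 918, a threshold of 0.01 on the same test 195 and 121, and DESeq2 on the genes kept by filterByExpr 920 and 647. The exact test called 519 OHC-enriched genes and limma voom 521. The numbers with RLE normalization, with at least 10 counts in every library and without the 20 most abundant genes stayed within 1.5 times of these. The share of IHC-enriched genes among the calls was 61.0% with the quasi-likelihood test, 45.8% with DESeq2, 49.3% without a low-count filter and 67.7% with at least 10 counts in every library. The median log2 fold change of all genes was -0.04, and without the low-count filter, which adds genes of few counts, it was 0.11.

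The numbers of genes with both enriched expression and a more accessible proximal element, 144 and 44, became 217 and 82 with DESeq2 and 75 and 28 at a threshold of 0.01, and the OHC number became 21 with at least 10 counts in every library, and each of these exceeded chance by the hypergeometric test, with p at or under 1.79e-08. Of the 6 counts of genes in the paper's classes, 6 moved by over 1.5 times at a threshold of 0.01, 2 each with the exact test, the likelihood ratio test and DESeq2, 1 with at least 10 counts in every library and 1 with DESeq2 on the genes kept by filterByExpr. The count of OHC-enriched genes also expressed in other cells, 274, was 177 without OHC replicate 2 and 181 without OHC replicate 4. The smaller numbers at the threshold of 0.01 and under the stricter filter follow from their construction, and the cause of the other shifts was not tested here.

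Of 42 named genes past the threshold, 39 kept their call under every alternative to the test, normalization, filter and libraries that tested them, and Cabp2, Slc26a5 and Apbb3 lost it in some of the fits that each left out one library. The filter of at least 10 counts in every library tested 23 of the 42. At a threshold of 0.01 on the same test, 34 of the 42 were called and 8 were not. Over the 12 fits without one library for each named gene, 623 of 648 results kept their direction and their side of the threshold, 17 lost the call and 8 changed direction, all 8 in genes that were not called. The log2 fold change of Ikzf2 ran from -1.38 without OHC replicate 3 to 0.12 without IHC replicate 2, that of S100a13 from -0.52 without OHC replicate 5 to 0.070 without IHC replicate 5, that of Rnf208 from -0.011 without IHC replicate 2 to 0.63 without IHC replicate 5, and that of Bak1 from -0.21 without OHC replicate 2 to 0.19 without IHC replicate 6. Bak1 was also at 0.013 with limma voom, against -0.05. In these genes the groups overlap, and the sign is within the spread of the libraries. Of 465 results for named genes under the other alternatives set beforehand, apart from the threshold of 0.01, 464 kept their direction and side of the threshold.

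Without the 20 most abundant genes, 8081 genes in IHCs and 8483 in OHCs had a TPM of at least 15, and 84.3% of the OHC genes also had it in IHCs. When every library had to reach 15, these were 1410, 2720 and 46.3%. The share of OHC genes ran from 73.4% without IHC replicate 6 to 82.5% without IHC replicate 1 across the 12 fits that each left out one library. The numbers of genes with the longest transcript as the length and with the median library in place of the mean stayed within 1.5 times. The cause of these shifts was not tested beyond what the rules themselves change.

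Against lists of all tested genes in place of lists matched on level, the 12.2% of genes with differential MXE events that were called lay at percentile 99.8 (one-sided permutation p = 0.00300), where matched lists gave percentile 71.9. The median unmatched list had 6.4% of its genes called, against 11.0% for the median matched list. Against such unmatched lists, the genes with A3SS events lay at percentile 73.7 and those with RI events at 23.9, so their low numbers appear only against matched lists. The marker lists with a call under camera's preset correlation were hair cells, mesenchyme, spiral ganglion neurons and endothelium. The last 3 kept their calls under fry and under camera with the estimated correlation (adjusted p = 0.0377, 0.00865 and 0.0104), while the hair cell list, with a median of -0.53, kept its call under fry (adjusted p = 0.00321) but had an adjusted p of 0.156 with the estimated correlation. The list of the greater epithelial ridge, with a median log2 fold change of -1.61 and an adjusted p of 0.125 under camera, had an adjusted p of 0.0399 under fry.

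Neither set of replicate numbers was used to pair the pools. Deviations of same-numbered IHC and OHC libraries from their group means had correlations of -0.03 to 0.02, and with the numbers of Table S1 they were -0.0089 to 0.02, with 5 of the 6 above 0. Both lie within the range of all 36 pairs, -0.07 to 0.05. With the replicate number as a block, 512 IHC-enriched and 391 OHC-enriched genes were called, 430 and 282 of them also called without it, and with the numbers of Table S1 the block gave 523 and 382. Under the block, the hair cell list had a median of -0.52 (camera, adjusted p = 0.0863), no named gene changed its call, and the other lists kept their side of the threshold with camera's preset correlation. With the block and the estimated correlation together, the adjusted p was 0.0550 for mesenchyme, 0.0543 for spiral ganglion neurons and 0.0550 for endothelium.

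Small differences were seldom called in simulated counts. These had the means, dispersions and library sizes of these libraries, with 200 genes changed, and the quasi-likelihood test found 1.5% of 2-fold changes. Spread, depth and the number of changed genes were not varied separately, so their parts in this limit cannot be told apart. The share found depends on how many genes change, so it does not give the power of the real comparison.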

Differences from the paper's values

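The alternatives named in this part were set before the data were examined, except for DESeq2 on the genes kept by filterByExpr and the exact test combined with the background of all genes, which were chosen after seeing the values.

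The paper's number of OHC-enriched genes is 531, against 324 here. Among the alternatives set before the data were examined, the exact test (519), the likelihood ratio test (557), limma voom with quality weights (521), the replicate block (391) and the fits without IHC replicate 1, 2, 4 or 6 (402, 399, 372 and 366) came within 1.5 times of the paper's number, and the others did not. DESeq2 on the genes kept by filterByExpr, chosen after seeing the values, gave 647. The exact test called 1259 of the 1283 genes in the paper's Tables S1 and S2, and the other 24 did not pass the low-count filter. Outside these tables it called 8 IHC-enriched and 3 OHC-enriched genes, against 49 and 41 for the likelihood ratio test. The exact test thus came closest to the paper's lists, and the lower numbers here go with the quasi-likelihood test. Of the genes called by the quasi-likelihood test, 2 are not in the paper's tables, and one of them is Tgm5.

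For the overlap of IHC-enriched genes with IHC-enriched proximal elements, the paper expects 13.1 genes at random, against 26.0 here. All genes as the background gave 8.83, a threshold of 0.01 gave 10.0 and the fit without OHC replicate 6 gave 18.9, each within 1.5 times of the paper's value, and the other alternatives set before the data were examined did not. The paper's p for this overlap is 5.984779e-137, against 7.19e-70 here. All genes as the background, which is the paper's own, gave 3.28e-131, the closest of these alternatives, and none of them came within 1.5 times. The exact test's calls together with the background of all genes, a combination chosen after seeing the values, gave 13.1 genes expected and a p of 2.36e-138, which is also not within 1.5 times.

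For the overlap on the OHC side, the paper expects 3.96 genes, against 7.03 here. At least 10 counts in every library gave 4.91, and the fits without OHC replicates 1 to 6 gave 5.21, 4.79, 5.39, 4.95, 5.64 and 4.95, which came within 1.5 times, and the other alternatives set before the data were examined did not. The paper's p is 1.976857e-46, against 6.48e-23 here. With all genes as the background it was 1.87e-41, and none of these alternatives came within 1.5 times. The combination of the exact test and all genes as the background, chosen after seeing the values, gave 3.87 genes expected and a p of 1.02e-45, which is also not within 1.5 times.

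The paper counts 630 IHC-enriched genes that other cochlear cells also express, of which 412 were called here. The exact and likelihood ratio tests (621 each), DESeq2 (604), limma voom (433), no low-count filter (502) and the fit without IHC replicate 2 (430) came within 1.5 times, and the other alternatives set before the data were examined did not. Of the paper's 75 OHC-enriched genes found in hair cells only, 49 were called here. The exact and likelihood ratio tests (73 each), DESeq2 (75), limma voom (59), no low-count filter (55), removal of the 20 most abundant genes (50), the replicate block (53) and the fit without IHC replicate 2 (54) came within 1.5 times, and the other alternatives set before the data were examined did not. Of the paper's 456 OHC-enriched genes that other cells also express, 274 were called here, and the exact and likelihood ratio tests (443 each), DESeq2 (451) and limma voom (319) came within 1.5 times, while the other alternatives set before the data were examined did not. DESeq2 on the genes kept by filterByExpr, chosen after seeing the values, called 426 of these.

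The paper's Table S23 gives the miRNA gene Gm55118 a mean TPM of 193167 in IHCs, and the counts gave 753 here, with 269 to 2235 counts per IHC library on an exon of 57 bp. The paper computed TPM from the alignments with TPMCalculator, and here it was computed from the counts. The alternatives computed for this value, both set before the data were examined, the longest transcript as the length (692) and removal of the 20 most abundant genes (2825), did not close the gap.

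The legend of Fig. 5 places Lgals9 in OHCs and not in IHCs. Here it was detected in every library of both cell types, and no alternative called it, with adjusted p between 0.101 and 0.475. The same legend places Toporsl in IHCs and not in OHCs, and here all 6 OHC libraries held counts of it, although it was IHC-enriched. The paper describes Tbx4 as the one gene between Tbx2 and Brip1, and GENCODE vM39 also places the lncRNA Gm11444 and the pseudogene Gm11443 there.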

Other observations

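The tests of other splits of the libraries and of neurons in the IHC pools were chosen only after the results they address were seen, as were the threshold of 1% in the neuron test, its place as the deciding test instead of covariation, and the rules by which the tests of neighbouring genes and of opposite elements were read.

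The 12 libraries can be split into 6 and 6 in 462 ways, and among 100 such splits, the real one included, 1 gave as many genes past the threshold as the real split, which is the real split itself. The other splits called 0 genes, with 422 to 1709 genes (median 672) at an unadjusted p under 0.05, against 2889 in the real split. This argues against the number of calls being a matter of how the libraries happen to be grouped. Every other split mixed the cell types, however, which adds their difference to the spread within groups. The 0 calls there therefore do not measure how many calls of the real split are false. The first principal component of log2 CPM held 25.2% of the variance and separated the cell types, and the second, with 10.7%, set IHC replicate 1 (110) and OHC replicate 5 (99.8) apart from the other libraries, whose highest value was 3.32. No explanation was tested for the second component.

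DESeq2 with its own filter called more OHC-enriched than IHC-enriched genes. On the genes kept by filterByExpr, 58.7% of its calls were IHC-enriched, which is consistent with the genes under the low-count filter as the source of the different split.

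Expression level is not a likely source of the overlap between enriched genes and more accessible proximal elements, since the highest number in 10000 lists matched on level was 54 for the IHC side and 17 for the OHC side. Of the genes enriched in one cell type, some had a proximal element more accessible in the other. There were 8 OHC-enriched genes with an IHC-enriched element, against a median of 18 in matched lists (one-sided permutation p for as few, 0.00530), which argues against opposite accessibility being more frequent than chance gives. There were 8 IHC-enriched genes with an OHC-enriched element, against a median of 13 (one-sided permutation p for as few, 0.0835, and for as many, 0.959), and for these, a lower number and chance cannot be told apart, because the number is small. Levels of accessibility were not analysed here, and whether more accessible elements raise expression stays untested.

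Prompted by the closeness of Tbx2 and Brip1, pairs of adjacent tested genes enriched in the same cell type were counted as a test of regulation shared by neighbouring genes. There were 21 pairs of IHC-enriched genes, against a median of 16 when the calls were shuffled among genes of similar level (one-sided permutation p = 0.110), and 9 pairs of OHC-enriched genes, against 6 (one-sided permutation p = 0.167). Shared regulation and chance cannot be told apart in either cell type, because the pairs are few. Within the 6 IHC libraries, Pearson r between Tbx2 and Brip1 was -0.05 and Spearman rho 0.0857 (two-sided exact permutation p = 0.914 and 0.919, also after adjustment over 3 relations), and without the 2 libraries farthest from the median in Tbx2 r was -0.82, so these values are not stable. No explanation was tested for them.

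Of the marker lists of other cell types in the cochlea, that of spiral ganglion neurons was higher in IHC libraries, with a median log2 fold change of -2.03 over its 3 tested genes (camera with Benjamini-Hochberg adjustment, adjusted p = 3.72e-05). All 3 are also in the study's Table S1. The most abundant were Nefm, with 763 CPM in IHCs and 207 in OHCs, and Nefl, with 431 and 106, and Ntrk3 had 5.67 and 0.167. The Ntrk3 mean in IHCs leans on IHC replicate 3, at 16.4 CPM, with the other IHC libraries at or under 5.26 CPM. Its highest OHC value was 0.461 CPM, in OHC replicate 3, with the other OHC libraries at or under 0.281 CPM. Neurons or their RNA in the IHC pools would bring Tubb3 and Prph, which are on the same list, but over the 6 IHC libraries these had 29 and 2 counts, or 0.0130% of the 90940 and 146820 counts on Nefl and Nefm. This argues against neurons as the source of Nefl and Nefm. The correlation between the 3 tested genes across IHC libraries was at percentile 28.3 of matched lists, which decides nothing. Expression of Nefl and Nefm in IHCs may be the source and stays a hypothesis.

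The mesenchyme list had an adjusted p of 0.0113 from camera with Benjamini-Hochberg adjustment. Its most abundant gene, Lum, had 25.1 CPM in IHCs and 6.46 in OHCs, or 3.80 without OHC replicate 6, and Col3a1 had 8.64 and 0.967, or 0.474 without OHC replicate 1, and 1 of its genes is in Table S1. The other lists had median log2 fold changes of -0.53 for hair cells (adjusted p = 0.0456), -1.42 for supporting cells (adjusted p = 0.150), -1.61 for the greater epithelial ridge and -1.15 for glia (adjusted p = 0.150), all from the same test. The hair cell list holds genes that both cell types express, and Myo6 was higher in OHCs in this list. In the supporting cell list, Gjb2, with 216 CPM in IHCs and 30.3 in OHCs, and Sox2 are in Table S1, while Fgfr3 is in Table S2, with 16.8 CPM in IHCs, or 5.51 without IHC replicate 6, and 73.1 in OHCs, a log2 fold change of 2.12 (adjusted p = 0.0722 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Hes5 was also higher in OHCs (log2 fold change 1.32). In Table S1 are also Tecta, with 772 and 219.7 CPM, and Otog in the list of the greater epithelial ridge. Of the macrophage list, C1qb was tested, with a log2 fold change of -2.17 (adjusted p = 0.177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 of 6 erythroid genes passed the low-count filter. No explanation was tested for these lists.

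Genes with differential splicing events in the paper's tables were compared with tested genes matched on level. Of those with A3SS events, 22 of 310 (7.10%) were called, against a median of 10.3% in matched lists, at percentile 1.95. Of those with MXE events, 21 of 172 were called, against 11.0%, at percentile 71.9. Of those with RI events, 8 of 164 (4.88%) were called, against 9.15%, at percentile 1.37. With the exact test, 24, 24 and 12 genes were called, at percentiles 0.080, 56.0 and 1.81. Against lists of all tested genes, A3SS genes were at percentile 73.7, with a median of 6.13% in the lists, and RI genes at percentile 23.9, so the low numbers depend on the matching by level. No explanation was tested for them.

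The ratio of Xist to 6 genes of chromosome Y, taken as a measure of the sexes of the mice in a pool, was compared between pools of the same number. The 6 genes were Kdm5d, Uty, Ddx3y, Eif2s3y, Gapdh-ps15 and Erdr1y, and whether reads on each come from male cells alone was not tested. Pearson r over the 6 numbers was -0.765 (two-sided exact permutation p = 0.0486, adjusted over 3 relations 0.146), Spearman rho was -0.771 (two-sided exact permutation p = 0.103, adjusted 0.308), and without the 2 numbers farthest from the median r was -0.26. With the numbers of Table S1, a pairing added after the first value was seen, r was 0.53 (two-sided exact permutation p = 0.322, adjusted 0.483) and rho 0.543 (two-sided exact permutation p = 0.297, adjusted 0.446), and r was 0.040 without the 2 farthest numbers. The log2 ratio ran from -1.31 to 2.85 in IHC pools and from -0.43 to 3.87 in OHC pools. The sign of the relation depends on the numbering, and neither passed the threshold after adjustment.

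Some genes that the paper names for their expression or their splicing belong at no value above. Smad3 had 147 ± 40.8 CPM (SD, n = 6) in IHCs and 10.5 ± 6.12 CPM in OHCs, a log2 fold change of -3.80 (standard error 0.48, adjusted p = 4.94e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 6 IHC libraries above all 6 OHC libraries. Pvalb had 257 ± 97.1 and 116 ± 33.0 CPM (log2 fold change -1.15, adjusted p = 0.0138 from the same test), with 5 of 6 IHC libraries above every OHC library, and Sox2 had 71.6 ± 27.2 and 26.8 ± 8.47 CPM (log2 fold change -1.42, adjusted p = 0.0142 from the same test). Insm2 had 0 counts in every IHC library and was at least 52.9-fold higher in OHCs. Slc26a5 had 0.439 ± 0.725 CPM in IHCs and 11.4 ± 5.74 CPM in OHCs, a log2 fold change of 4.66 (adjusted p = 0.0253 from the same test). It was called in 9 of 12 fits that each left out one library, and without OHC replicate 1, 5 or 6 the adjusted p was 0.0506, 0.0513 and 0.0517, within a range of 3.86e-04 to 0.0517 over the alternatives. Apbb3 had a log2 fold change of -1.21 (adjusted p = 0.0228 from the same test) and was called in 8 of 12 such fits. Without OHC replicate 2, 3, 5 or 6 its adjusted p was 0.0540, 0.0528, 0.0531 and 0.0536, within a range of 0.00633 to 0.0540. Ikzf2 had 8.89 ± 7.62 CPM in IHCs and 6.75 ± 8.62 CPM in OHCs, with a log2 fold change of -0.40 (adjusted p = 0.840 from the same test, 0.453 to 0.959 over the alternatives), which became 0.12 without IHC replicate 2 and -1.38 without OHC replicate 3. Myo7a (log2 fold change -0.49, adjusted p = 0.131), Lmf2 (-0.31, 0.796), Ythdc1 (0.85, 0.160), Snap23 (1.42, 0.181) and Bak1 (-0.05, 0.959) were not called by the same test or under any alternative.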
